# Food perception without ingestion leads to metabolic changes and irreversible developmental arrest in *C. elegans*

**DOI:** 10.1186/s12915-018-0579-3

**Published:** 2018-10-08

**Authors:** Rebecca E. W. Kaplan, Amy K. Webster, Rojin Chitrakar, Joseph A. Dent, L. Ryan Baugh

**Keywords:** Insulin, IGF, Perception, *C. elegans*, Diapause, L1 arrest, Food signal, Lipid metabolism

## Abstract

**Background:**

Developmental physiology is very sensitive to nutrient availability. For instance, in the nematode *Caenorhabditis elegans*, newly hatched L1-stage larvae require food to initiate postembryonic development. In addition, larvae arrested in the dauer diapause, a non-feeding state of developmental arrest that occurs during the L3 stage, initiate recovery when exposed to food. Despite the essential role of food in *C. elegans* development, the contribution of food perception versus ingestion on physiology has not been delineated.

**Results:**

We used a pharmacological approach to uncouple the effects of food (bacteria) perception and ingestion in *C. elegans*. Perception was not sufficient to promote postembryonic development in L1-stage larvae. However, L1 larvae exposed to food without ingestion failed to develop upon return to normal culture conditions, instead displaying an irreversible arrest phenotype. Inhibition of gene expression during perception rescued subsequent development, demonstrating that the response to perception without feeding is deleterious. Perception altered DAF-16/FOXO subcellular localization, reflecting activation of insulin/IGF signaling (IIS). The insulin-like peptide *daf-28* was specifically required, suggesting perception in chemosensory neurons, where it is expressed, regulates peptide synthesis and possibly secretion. However, genetic manipulation of IIS did not modify the irreversible arrest phenotype caused by food perception, revealing that wild-type function of the IIS pathway is not required to produce this phenotype and that other pathways affected by perception of food in the absence of its ingestion are likely to be involved. Gene expression and Nile red staining showed that food perception could alter lipid metabolism and storage. We found that starved larvae sense environmental polypeptides, with similar molecular and developmental effects as perception of bacteria. Environmental polypeptides also promoted recovery from dauer diapause, suggesting that perception of polypeptides plays an important role in the life history of free-living nematodes.

**Conclusions:**

We conclude that actual ingestion of food is required to initiate postembryonic development in *C. elegans*. We also conclude that polypeptides are perceived as a food-associated cue in this and likely other animals, initiating a signaling and gene regulatory cascade that alters metabolism in anticipation of feeding and development, but that this response is detrimental if feeding does not occur.

**Electronic supplementary material:**

The online version of this article (10.1186/s12915-018-0579-3) contains supplementary material, which is available to authorized users.

## Background

Perception of food affects metabolism and development in a variety of animals. Several observations suggest that sensory perception of food can regulate metabolism. For example, humans release insulin in response to the sight and smell of food [59]. Loss of olfactory neurons in mice reduces obesity and insulin resistance, and enhancing olfactory acuity does the reverse [55]. Blocking olfaction in *Drosophila* alters metabolism and extends lifespan; conversely, the longevity-extending effects of dietary restriction are partially reversed by exposure to food odors [41]. Likewise, in *Caenorhabditis elegans* sensory perception of a water-soluble “food signal” affects development of dauer larvae, a form of diapause as an alternative third larval stage [27], and perception of food also affects lifespan [1, 3, 33, 39]. However, the molecular cues that are sensed and their specific effects on organismal signaling and gene regulation are not well understood in any system.

*C. elegans* L1-stage larvae hatch in a state of developmental arrest (“L1 arrest” or “L1 diapause”) and require food to initiate development [8]. Insulin/IGF signaling (IIS) is a key regulator of L1 arrest [11, 26]. During starvation, *daf-16*/FOXO promotes L1 arrest by inhibiting development-promoting pathways [11, 35]. Feeding upregulates activity of the insulin-like peptides *daf-28*, *ins-6*, and *ins-4*, among others, which act as putative agonists for the only known insulin/IGF receptor *daf-2* [17]. *daf-2*/InsR signaling activates a conserved phosphoinositide 3-kinase (PI3K) cascade to antagonize DAF-16 by preventing its nuclear translocation, thereby promoting development [36, 42, 47, 49]. *daf-28*, *ins-6*, and *ins-4* are also critical to regulation of dauer development [18, 40], a form of developmental arrest that occurs in L3-stage larvae and is distinct from L1 arrest [8]. Together with their role in regulating L1 development, regulation of dauer development indicates that these insulin-like peptides are atop the organismal regulatory network governing postembryonic development. However, how these important insulin-like peptides are regulated in response to nutrient availability is unknown. IIS governs postembryonic development in insects as well [12, 15, 16, 53], suggesting that mechanisms mediating environmental influence on insulin-like peptide synthesis and secretion have broad significance.

Feeding in *C. elegans* is mediated by pumping of the neuromuscular organ called the pharynx [6]. The drug ivermectin paralyzes the pharynx by activating glutamate-gated chloride channels containing α-type channel subunits, increasing chloride conductance and inhibiting cellular depolarization [5, 19, 20, 63]. Several genes encoding glutamate-gated chloride channels in *C. elegans*, including *avr-14*, *avr-15*, and *glc-1*, confer sensitivity to ivermectin, but simultaneous mutation of all three of these genes produces substantial ivermectin resistance [21].

Here we used ivermectin to prevent feeding in *C. elegans* L1 larvae exposed to food. We show that perception of food without ingestion significantly alters gene expression and activates IIS but is not sufficient to initiate postembryonic development. To the contrary, perception without ingestion makes developmental arrest irreversible. We show that starved worms sense polypeptides in their environment as a food cue, likely in anticipation of feeding.

## Results

### Perception of food without ingestion renders developmental arrest irreversible

We used ivermectin to prevent feeding in order to uncouple the effects of food perception from ingestion. To limit effects of the drug outside the pharynx, we started with a highly ivermectin-resistant strain, the quadruple mutant *avr-14(vu47)*; *glc-3(ok321) avr-15(vu227) glc-1(pk54)* [21, 32], and rescued *avr-15* with a *myo-2* promoter for pharynx-specific expression. We made two versions of the strain with two different markers for analysis of L1 development: AJM-1::GFP to examine lateral epidermal seam cells and *Phlh-8*::GFP to examine the M-cell lineage. After making our primary observations with these transgenic strains in the quadruple mutant background, we used a wild-type background to facilitate genetic analysis of the phenotypes we discovered (see “Methods”).

Throughout this study, most experiments follow the basic setup seen in Fig. 1a. We prepared embryos by hypochlorite treatment of gravid adults and cultured them in either ivermectin or control (DMSO) conditions without food for 24 h where they hatch and enter L1 arrest. Various types of food or other substances were then added (vertical dashed line in Fig. 1a), and worms were typically analyzed 1 h or 24 h after this addition. To determine if ingestion was occurring, fluorescent beads were added to the cultures and worms were examined. Critically, fluorescent beads were not ingested in the ivermectin plus food (*E. coli* HB101) conditions (Additional file 1: Figure S1A). For initial characterization of the effects of food perception without ingestion, worms were exposed to experimental conditions for 24 h, then plated in standard laboratory conditions (on plates with *E. coli* OP50 but no ivermectin) and allowed to recover for 3 days. Worms exposed to ivermectin plus food failed to recover, remaining arrested in the L1 stage, while the controls recovered completely (Fig. 1b). That is, ivermectin treatment alone did not cause an irreversible arrest, but ivermectin plus food did. This striking phenotype was further characterized with a time series, revealing a near complete effect within about 8 h of exposure (Fig. 1c). Recovery to the L4 stage was chosen as an easy stage to reliably score. Though 24 h exposure generally rendered larvae capable of negligible if any growth, earlier time points associated with incomplete penetrance were associated with intermediate growth rates as well. Worms displayed significant failure to recover with as little as 1 mg/mL HB101 during ivermectin treatment (Additional file 1: Figure S1B), and worms were at least as sensitive to *E. coli* OP50 and HT115 (Additional file 1: Figure S1C). These results indicate that the observed effect of food perception is not limited to a particular strain or high density of *E. coli*. A robust irreversible arrest phenotype following exposure to food in the presence of ivermectin was also observed in wild-type worms (see below; Fig. 3i), indicating that it is not an artifact of the quadruple mutant transgenic strain. Together, these results reveal a potent effect of exposure to *E. coli* without feeding on the ability of *C. elegans* larvae to recover from starvation-induced developmental arrest.

**Fig. 1:**
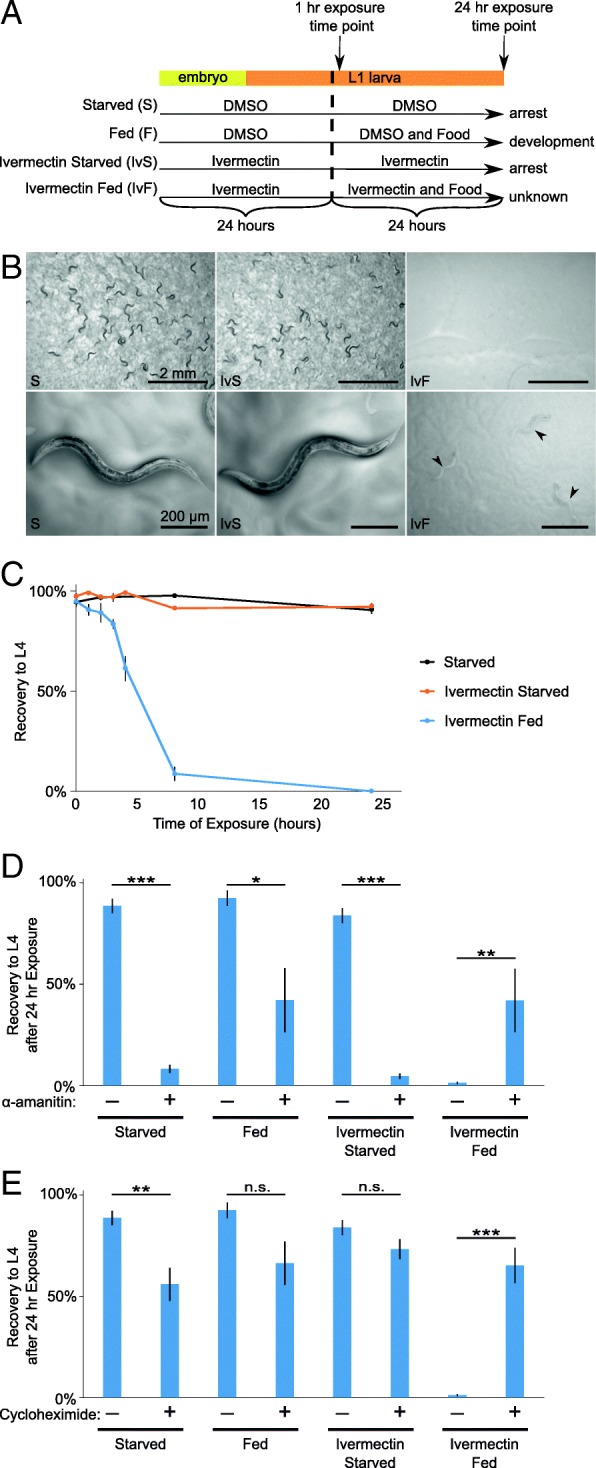
Prolonged exposure to food perception triggers an inability to recover that is mediated by a transcriptional/translational response. **a** Diagram of experimental setup with four standard treatment conditions over time. Dimethyl sulfoxide (DMSO; solvent). **b** Representative images of worm recovery after 3 days post starvation. Arrowheads indicate L1s. **c** L1 starvation recovery is plotted over time for three biological replicates. **d** The proportion of larvae that recovered to at least the L4 stage after 3 days of recovery is plotted for three to nine biological replicates. **e** The proportion of larvae that recovered to at least the L4 stage after 3 days of recovery is plotted for three to nine biological replicates. **b**–**e** ***p < 0.001, **p < 0.01; *p<0.05; unpaired *t* test. Error bars are SEM. Quadruple mutant transgenic background

Feeding causes a significant change in transcription and translation in *C. elegans* L1 larvae [9, 44, 60]. We hypothesized that food perception evokes a gene expression response that is deleterious without feeding, explaining the inability of larvae exposed to food and ivermectin to subsequently resume development. Worms were treated with the drug α-amanitin, which inhibits transcription [45, 57, 65], slightly before and during food exposure. Inhibiting transcription significantly increased recovery in worms exposed to ivermectin and food (Fig. 1d). As a complementary approach, worms were treated with cycloheximide to block translation [45] in a similar manner. This treatment also significantly improved recovery in worms exposed to ivermectin and food (Fig. 1e). Notably, inhibition of expression by either method decreased recovery in conditions where perception was consistent with feeding state (i.e., starved, ivermectin starved, and fed), as if gene expression was appropriate in such conditions, supporting fitness. Strikingly, inhibiting expression actually increased recovery in the condition in which perception is inconsistent with feeding state (ivermectin fed), as if gene expression is inappropriate to the starved state, compromising fitness. Together, these results suggest that food perception alters gene expression and that this change in expression affects the animal adversely if it is not accompanied by feeding.

### Food perception evokes a gene expression response similar to feeding

We performed mRNA-seq to characterize the effects of food perception on gene expression. We assayed quadruple mutant transgenic larvae that were exposed to ivermectin and food for 1 h or 24 h to distinguish relatively immediate and long-term effects. We assayed larvae exposed to ivermectin without food at the same time points for reference, as well as larvae that were fed or starved without ivermectin for 1 h (a 24-h time point was not included since the fed larvae would have developed to the L3 stage). 

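RNA was sequenced from 24 libraries, 4 biological replicates in each of 6 conditions. The larvae were of strain LRB269, which lacks functional avr-14, avr-15, glc-1 and glc-3 and carries avr-15 under a pharyngeal promoter, so that ivermectin acts on the pharynx. Larvae were exposed to HB101 bacteria at 25 mg/mL with 5 ng/mL ivermectin for 1 h or 24 h (IvF), kept with ivermectin and no food for the same times (IvS), or fed (F) or starved (S) for 1 h without ivermectin. The paper's general methods give 20 ng/mL ivermectin for this strain, and its mRNA-seq methods and the sample labels 5 ng/mL. The paper gives the culture volume as 20 mL in S-complete and the sample labels give 10 mL in S-basal. The deposited values are the authors' HTSeq counts of reads per gene, made from reads that Bowtie mapped to WS210, without normalization. Reads counted on genes ranged from 8690378 to 11209146 per library in F (median 10465390), 8739857 to 14139935 in S (median 10681507), 16413695 to 19448998 in IvF at 1 h (median 19150996), 14498061 to 18909378 in IvS at 1 h (median 15534012), 17186860 to 19349183 in IvF at 24 h (median 17956790) and 15534609 to 18095234 in IvS at 24 h (median 17316262). Every library with ivermectin was therefore deeper than every library without it. The files also count reads that fell outside annotated features, 2.67% to 3.70% of the aligned reads in a library without ivermectin and 4.39% to 11.3% with it. The labels number the replicates 1 to 4 without ivermectin and give other numbers with it, so that the 4 replicates with ivermectin are called A to D here, in the rising order of the numbers in their labels. The paper's supplement speaks of count tables from 2 batches without naming the libraries of each, and if the numbering marks the batches, ivermectin and batch coincide. Further numbers given with the libraries without ivermectin partly coincide with the replicate numbers of those with it. They were not used here, and whether cultures are shared is open. Of the 44968 identifiers in the files, 43592 were matched to a gene symbol in the WBcel235 annotation, which differs from the genome version the authors mapped to, so that no positions are given. The 19050 genes with more than 1 CPM, the counts scaled by the library total, in at least 4 libraries were analysed, where the paper reports 18190. Counts were scaled by edgeR's TMM method, and all 24 libraries entered 1 fit of 6 group means. Genes were taken as differentially expressed at the paper's thresholds, a Benjamini-Hochberg (BH) adjusted p below 0.05 and an absolute log2 fold change above 0.5, with edgeR's quasi-likelihood test in place of the paper's exact test. Means are given with the SD over 4 libraries, and log2 fold changes with their standard errors. In a two-sided exact permutation test of 4 libraries against 4, the smallest p that can be reached is 0.029, which is also the share of genes whose groups do not overlap by chance. Across the 24 libraries the strain's genes had 196 to 1281 CPM for avr-15, 41.7 to 74.6 CPM for avr-14, 9.37 to 87.3 CPM for glc-1 and 0 to 1.87 CPM for glc-3, which did not pass the filter. The exons of avr-14 and avr-15 overlap those of another gene, and the paper's text does not name a strand setting for the counting.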

Principal component analysis revealed a large effect of ivermectin, with ivermectin treatment correlating with the first component (Additional file 2: Figure S2). 

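The first component, computed from log2(CPM + 1) of the filtered genes, held 55.5% of the variance. Scores on it ranged from -114 to -81.0 in F and -111 to -58.5 in S, and from 10.1 to 63.7 in IvF at 1 h, 32.7 to 51.1 in IvS at 1 h, 36.4 to 84.6 in IvF at 24 h and 21.8 to 70.3 in IvS at 24 h. No library with ivermectin overlapped a library without it. Between F and IvF at 1 h, 11586 genes were differentially expressed, 5286 higher and 6300 lower in F, and between S and IvS at 1 h, 10910, 5535 higher and 5375 lower in S. With a stricter filter, a mean of at least 5 CPM over all libraries, the counts were 6913 and 6817. DESeq2's size factors in place of TMM moved the median log2 fold change of all genes from -0.13 to -0.26 for F against IvF and from -0.04 to -0.18 for S against IvS, with 11656 and 10847 genes. The balance for S against IvS then turned, to 4802 higher and 6045 lower, as it did with DESeq2, at 4893 and 6312, without a filter and in a fit of the 2 conditions. With the share of reads outside features as a covariate, chosen after seeing the data, the medians were 0.08 and 0.18. F against IvF then had 8088 genes, 4346 higher and 3742 lower, and S against IvS 7741, 4384 higher and 3357 lower. That share does not overlap between libraries with and without ivermectin, so that this fit cannot separate the share from ivermectin. Reads assigned to more than 1 gene made up 6.59% to 10.2% of the aligned reads of each library without ivermectin and 2.97% to 3.68% with it. Because the libraries with and without ivermectin differ in these measures and carry separate replicate numbers, an effect of ivermectin and a difference between the groups of libraries cannot be told apart.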

Feeding significantly affected mRNA expression, as expected, and the second and third principal components separated the fed and starved worms (Fig. 2a). 

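Components 2 and 3 held 15.1% and 8.66% of the variance. On component 2, the scores of fed larvae ranged from 35.4 to 48.6 and those of starved larvae from -55.3 to -22.2, and on component 3 from 14.9 to 37.5 and from -47.4 to -7.27, without overlap on either. The centroids of F and S lay 94.2 apart in the plane of the 2 components, farther than in any other of the 35 splits of the 8 libraries into 4 and 4 (exact permutation test, p = 0.029).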

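In the plane of components 2 and 3, the centroid of IvF at 1 h lay 43.6 from that of IvS at 1 h, the largest distance of the 35 splits of these 8 libraries (exact permutation test, p = 0.029). It lay 21.1 from the centroid of F and 79.7 from that of S. Within IvF at 1 h, component 2 rose with the share of reads outside features, from 13.1 at 4.46% to 63.0 at 9.52%. These distances may therefore also depend on that share. On component 2 the 4 IvF libraries, from 13.1 to 63.0, were above the 4 IvS libraries, from -17.7 to 9.82, and on component 3, from -24.5 to 30.1 against -30.7 to -2.44, the conditions overlapped. With a pseudocount of 0.1 the distance was 49.4 (exact permutation test, p = 0.0571). With each library left out in turn it was 39.5 to 47.8, and the exact p ranged from 0.029 to 0.114.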

Notably, worms exposed to ivermectin and food for 1 h were different from worms starved with ivermectin, instead showing greater similarity to fed worms. However, by 24 h of exposure to ivermectin and food, the expression profile was not significantly different from its starved control. Likewise, 1258 genes were differentially expressed at 1 h comparing ivermectin with food to ivermectin starved, but only 241 genes were differentially expressed in the same comparison at 24 h (false discovery rate (FDR) < 0.05 and an absolute log_2_ fold change of greater than 0.5; Additional file 3: Dataset S1). These results show that perception of food alters gene expression initially but that this effect subsides over time.

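At 24 h the centroids of IvF and IvS lay 23.9 apart in the plane of components 2 and 3, and 13 of the 35 splits of these libraries were as far apart or farther (exact permutation test, p = 0.371). The scores overlapped on both components, from -27.2 to 29.5 in IvF and -52.2 to 2.41 in IvS on component 2, and from -25.8 to 25.9 and -15.7 to 40.1 on component 3. With 1 library left out, the distance ranged from 10.4 without replicate D of IvF to 38.2 without replicate C of IvS (exact permutation test, p = 0.171 to 0.771). Over the other pseudocounts, gene sets and scalings tried, it ranged from 9.54 with a pseudocount of 5 to 40.5 with 0.1, and the exact p ranged from 0.114 to 0.400. The spread within the 24 h conditions was wide on these components, with an SD of 26.0 in IvF and 24.7 in IvS on component 2. A difference of the size seen was therefore not detectable. In IvF at 24 h, component 2 rose with the share of reads outside features, from -27.2 at 5.30% to 29.5 at 11.3%. In IvS at 24 h its highest score, 2.41, was in the library with the largest share, 8.39%. This spread may thus be partly technical.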

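At 1 h, 1059 genes were differentially expressed between IvF and IvS, 623 higher and 436 lower in IvF, and 2703 genes had an unadjusted p below 0.05. At 24 h the counts were 148, 111 higher and 37 lower, with 1243 at an unadjusted p below 0.05. Testing against the fold change threshold itself, with edgeR's glmTreat, moved the counts most as a ratio, to 385 and 79. The exact test that the paper used gave 1199 and 221. With each library left out in turn, the counts were 722 to 1033 at 1 h and 103 to 146 at 24 h. The number of genes higher at 1 h was 393 without replicate D of IvS and 395 without its replicate B. The 37 lower at 24 h fell to 13 without replicate C of IvF and to 14 without replicate B or D of IvS, to 17 and 23 without replicates A and D of IvF, with 10 under glmTreat and 82 with DESeq2. Genes are named here by their fold change among those past the thresholds with a mean of at least 10 CPM in the higher condition and no overlap between its libraries and those of the other. At 1 h, fmo-5, which encodes a flavin-containing monooxygenase, had the largest rise, a log2 fold change of 6.02 (standard error 1.33, BH-adjusted p = 0.00688, edgeR quasi-likelihood test). It ranged from 115 to 5758 CPM in IvF and 25.8 to 40.7 CPM in IvS, and when only these 8 libraries were fitted, its adjusted p was 0.0597 (BH, edgeR quasi-likelihood test), the highest over the alternatives tried. Next were Y50D4B.2, at 143 ± 141 CPM against 2.49 ± 0.437 CPM (SD, n = 4), and the UDP-glucuronosyltransferase gene ugt-16, at 313 ± 203 CPM against 5.39 ± 0.997 CPM, with log2 fold changes of 5.90 and 5.86. The largest falls were those of nspe-2, nspe-1 and chil-28, with log2 fold changes of -4.19, -3.96 and -3.46. The genes nspe-1 and nspe-2 belong to 1 family and lie side by side, so that reads could be split between them, and chil-28 is annotated as a pseudogene. At 24 h the largest rise was that of T27A3.8, from 0.603 ± 0.766 CPM to 16.2 ± 4.33 CPM (SD, n = 4), a log2 fold change of 4.69 (standard error 0.56, BH-adjusted p = 1.4e-05, edgeR quasi-likelihood test). It was followed by T16G1.6 (4.61) and C06E4.6 (4.44), and the largest falls were in B0563.10 (-3.84), T06C12.14 (-2.70) and clx-1 (-1.77), all log2 fold changes. B0563.10 varied from 2.32 to 23.5 CPM among the IvS libraries, and its adjusted p ranged from 8.3e-05 to 0.122 over the alternatives (BH, edgeR and DESeq2), 2 of which left it short of the threshold. It was also short of it in 3 of the 8 fits that left out 1 library, those without replicate D of IvS and replicates A and C of IvF. For B0563.10, IvF vs IvS at 24 h, the adjusted p was 0.111, 0.0534 and 0.0571 in these (BH, edgeR quasi-likelihood test).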

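The change in the response from 1 h to 24 h was tested as an interaction of food with time in the presence of ivermectin. It was past the thresholds for 126 genes with a higher and 59 with a lower fold change at 24 h, and for 136 of the 1059 genes differentially expressed at 1 h. Of these 1059, chosen at 1 h, 1018 had a smaller absolute log2 fold change at 24 h. Without replicate C of IvF at 1 h the number with a lower fold change was 114, and it was 37 without replicate C of IvS at 1 h, replicate D of IvS at 24 h or replicate C of IvF at 24 h. With DESeq2 there were 198 higher and 212 lower, and with glmTreat 51 and 23. A block for the replicate number gave 237 higher and 114 lower. In a fit of the 16 libraries with ivermectin alone the interaction was past the thresholds for 309 genes, and 6 of 100 random exchanges of labels in that fit, the real one included, gave as many. The largest negative interaction was that of cysl-2, which encodes a cysteine synthase. Its mean was 523 ± 357 CPM in IvF and 31.6 ± 12.9 CPM in IvS at 1 h (SD, n = 4), and 29.9 ± 8.44 CPM and 27.5 ± 9.87 CPM at 24 h, an interaction of -4.01 (standard error 0.77, BH-adjusted p = 0.00845, edgeR quasi-likelihood test). In 1 of the 4 IvF libraries at 1 h, replicate A, it stood at 32.3 CPM, within the IvS range, and its exons overlap those of vnut-1. Next were dhs-8 and C18H9.6, with interactions of -3.85 and -3.34 on the log2 scale. In the other direction, lbp-8, which encodes a lipid-binding protein, differed at 24 h only, at 20.8 ± 9.38 CPM against 0.886 ± 0.330 CPM, and had an interaction of 4.67 (standard error 0.78, BH-adjusted p = 0.00202, edgeR quasi-likelihood test). The log2 fold change of clec-76 was -0.86 at 1 h and 2.98 at 24 h, and that of chil-28 was 0.49 at 24 h. Resemblance to feeding was measured with a score fixed on the libraries without ivermectin, the mean log2(CPM + 1) of the 2599 genes higher in F than in S minus that of the 2934 lower genes. The score averaged 1.40 ± 0.06 in F and -0.67 ± 0.19 in S (SD, n = 4), the conditions that defined it. It was 0.52 ± 0.02 in IvF and -0.16 ± 0.02 in IvS at 1 h, a difference of 0.69 or 33.3% of that between F and S, with every IvF library above every IvS library (two-sided exact permutation test, p = 0.029). At 24 h it was -0.03 ± 0.07 and -0.14 ± 0.09, a difference of 0.11 or 5.18%, within the spread between libraries (exact permutation test, p = 0.114). From the number of genes and the component scores at the 2 times, the paper concludes that the effect of perception on expression comes first and then subsides.

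**Figure D1:**
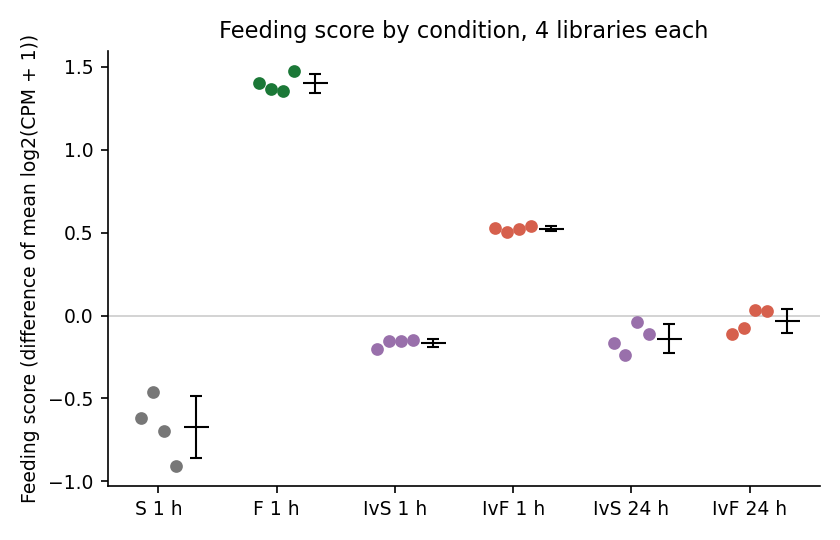
Feeding score of each of the 24 libraries by condition, in log2(CPM + 1) units, with the mean and SD of each condition in black. The 4 IvF libraries at 1 h lie between 0.50 and 0.54, and the IvF and IvS libraries at 24 h overlap.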

**Fig. 2:**
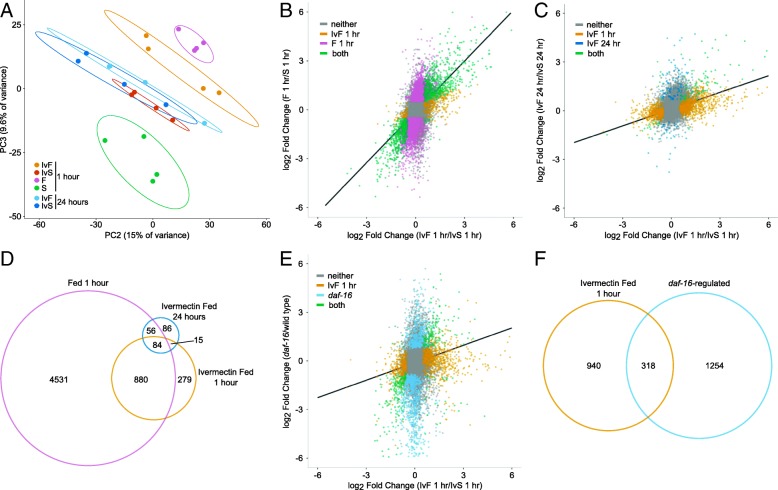
mRNA-seq reveals transcriptional effects of food perception. **a** PCA of four biological replicates is plotted. Ellipses represent 80% confidence intervals, the probability for two of which not overlapping by chance is approximately 0.04. **b**, **c** Mean gene expression changes of four biological replicates are plotted for the indicated conditions. **d** Overlap between genes significantly affected by food at 1 h, ivermectin and food at 1 h, and ivermectin and food at 24 h is plotted. **e** Mean gene expression changes of two to four biological replicates is plotted for the indicated conditions and genotypes. The universal set of genes considered includes only those analyzed in both studies. **f** Overlap between genes significantly affected by ivermectin and food with genes significantly affected by *daf-16* is plotted with the same universal set as in **e**. **a**–**f** Quadruple mutant transgenic background, except for *daf-16* in wild-type background

We wondered how well correlated the gene expression response to food perception is with feeding. The magnitude of the feeding response was larger, with 5551 differentially expressed genes at 1 h compared to 1258 genes in the presence of ivermectin. These gene expression changes were very well correlated, with 98.8% of genes differentially expressed in both conditions changing in the same direction (Fig. 2b). Indeed, the vast majority of genes affected by food with ivermectin were also affected by feeding (Fig. 2d, hypergeometric *p* value = 6.8e−353). These results indicate that perception of food evokes a similar, though reduced, gene expression response to feeding. 

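Between F and S, 5533 genes were differentially expressed, 2599 higher and 2934 lower in F, and 7788 had an unadjusted p below 0.05. The alternative that moved this count most, glmTreat, gave 2945, and the count was 5086 to 5569 with each library left out in turn. In a fit of F and S alone the count was 4243 and the balance turned, to 2282 higher and 1961 lower. By the same rule, the largest rise was in spp-23, which encodes a saposin-like protein, from 1.90 ± 0.899 CPM in S to 379 ± 84.9 CPM in F (SD, n = 4), a log2 fold change of 7.39 (standard error 0.56, BH-adjusted p = 1.8e-09, edgeR quasi-likelihood test). The UDP-glucuronosyltransferase genes ugt-16 and ugt-34 followed, with log2 fold changes of 6.84 and 6.72. The largest falls were in W02D7.11 (-6.21), the linker histone gene hil-1 (-5.35) and the receptor gene srbc-20 (-4.75), whose exons overlap those of another gene. The difference between the 2 responses was tested as an interaction of food with ivermectin, in which each effect of food is taken within its own libraries. It was past the thresholds for 1968 genes, 1011 with a higher and 957 with a lower fold change in F. For spp-23 the log2 fold change was 1.84 in the presence of ivermectin, an interaction of 5.55 (standard error 0.74, BH-adjusted p = 4.1e-05, edgeR quasi-likelihood test). The neighbouring gene spp-17 and F28H7.3 rose with feeding alone, with interactions of 4.14 and 3.56 on the log2 scale. Of the genes with a mean of at least 10 CPM in a condition, those with the most negative interactions, -4.47 for srpr-2.1 and -3.95 for srpr-2.2, are a pair of noncoding RNA genes of 1 family whose reads could be split between them. For srpr-2.1 the level was 97.4 CPM in 1 starved library, replicate 3, and at most 11.6 CPM in the others. Without that library the interaction of srpr-2.1 was -1.99 (BH-adjusted p = 0.0485, edgeR quasi-likelihood test) and that of srpr-2.2, also high in it, was -1.77 and not past the threshold (BH-adjusted p = 0.0782, edgeR quasi-likelihood test). Next was C18H7.1 at -3.51, which was the most negative of the 3 without that library.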

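Of the genes tested, 827 were differentially expressed in both comparisons at 1 h, which share no libraries. In 821 of them, 99.3% (95% Wilson interval 98.4% to 99.7%), the fold changes had 1 sign, 430 higher and 391 lower with food in both, and in 6 the signs were opposite. The interval treats genes as independent, which they are not. Over all 19050 genes, Spearman's correlation across genes of the 2 fold changes was 0.476. The share with 1 sign was 98.3% to 99.8% with each library left out in turn.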

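The 827 genes made up 78.1% of the 1059 genes that responded with ivermectin. By chance, 307.6 genes would be shared by lists of these sizes over the genes tested (exact hypergeometric test, p = 3.9e-255). Of the alternatives tried, glmTreat moved this number most, to 287 shared genes. The test treats genes as independent.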

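In 621 of the 827 shared genes the absolute fold change was larger with feeding, and the slope of the fold changes in F on those in IvF over these genes was 1.21. The interaction of food with ivermectin was past the thresholds for 188 of them. Of the 4706 genes that passed the thresholds with feeding only, 3814 changed in the same direction in IvF, and the interaction was past the thresholds for 1683. For the rest the difference between feeding and food with ivermectin was not shown.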

The response to food in the presence of ivermectin at 1 h and 24 h was also well correlated, with 91.9% of genes differentially expressed at both times responding in the same direction (Fig. 2c). Indeed, there was significant overlap in the differentially expressed genes at both time points (Fig. 2d, hypergeometric *p* value = 3.7e−60). These results support the conclusion that perception of food initially alters gene expression in a way that resembles the feeding response but that this response to perception diminishes over time.

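With ivermectin, 59 genes were differentially expressed at both times, and the fold changes of 53, or 89.8% (95% Wilson interval 79.5% to 95.3%), had 1 sign. Of these, 39 were higher and 14 lower with food at both times, and 6 genes changed direction. The slope of the 24 h on the 1 h fold changes over the 59 genes was 0.774. In 32 of the 59 the absolute fold change was larger at 24 h. With each library left out in turn, the share with 1 sign was 84.6% to 96.2%.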

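The number of genes shared by the 1 h and 24 h responses compares with 8.23 expected by chance (exact hypergeometric test over 19050 genes, p = 1.9e-35). It was 39 to 54 genes with each library left out in turn, the lowest without replicate D of IvS or replicate A of IvF at 24 h, and 87 with the exact test. A further 89 genes passed the thresholds at 24 h and not at 1 h.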

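Counting the 3 comparisons together, 51 genes passed the thresholds in all of them, 776 in F and IvF at 1 h only, 28 in F at 1 h and IvF at 24 h only, 8 in IvF at both times only, 4678 in F only, 224 in IvF at 1 h only and 61 in IvF at 24 h only. Time itself also changed expression with ivermectin. From 1 h to 24 h, 1890 genes changed in IvF and 998 in IvS, a count that fell to 587 when replicate C of IvS at 1 h was left out. From the shared genes, their common direction and the smaller number at 24 h, the paper concludes that perception first alters expression in a way that resembles feeding and that this response diminishes.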

As an effector of IIS, *daf-16*/FOXO is an important regulator of gene expression during L1 starvation [31, 35]. Since DAF-16 is inactivated by IIS in response to feeding, we hypothesized that it is also inactivated by perception of food, contributing to the resulting gene expression response. We previously identified 1572 genes differentially expressed in a *daf-16* null mutant compared to wild-type during L1 starvation [35]. These differences in gene expression correlated with the effect of food in the presence of ivermectin at 1 h, with 88.4% of the genes significantly affected in both comparisons responding in the same direction (Fig. 2e). There was also significant overlap in the genes affected in both comparisons (Fig. 2f, hypergeometric *p* value = 2.5e−98). These results suggest that perception of food in starved *C. elegans* larvae reduces *daf-16*/FOXO activity.

### Perception of food activates insulin/IGF signaling

Similarity in the gene expression responses of quadruple mutant transgenic worms exposed to food in the presence of ivermectin (compared to no food with ivermectin) and a starved *daf-16*/FOXO mutant (compared to starved wild-type worms) suggests that perception of food reduces DAF-16 activity. We further hypothesized that such a decrease in activity is due to activation of IIS. Since IIS regulates subcellular localization of DAF-16 [30, 64], perception of food should affect localization if this hypothesis is correct. We analyzed GFP::DAF-16 localization in a wild-type background, rather than in the quadruple mutant transgenic strain (see “Methods”), because the fluorescent markers in the quadruple mutant transgenic strain would have interfered with observation of GFP::DAF-16. We categorized GFP::DAF-16 localization as nuclear, intermediate, or cytoplasmic (Fig. 3a). As expected [30], GFP::DAF-16 was primarily nuclear during starvation and primarily cytoplasmic after 1 h exposure to food (Fig. 3b). One hour exposure to food with ivermectin also significantly shifted GFP::DAF-16 to the cytoplasm, supporting our hypothesis that perception of food activates IIS. Also as expected [64], GFP::DAF-16 was relatively less nuclear after 24 h of starvation than at 1 h. However, after 24 h exposure to food, there was no difference between ivermectin-fed and ivermectin-starved worms, in contrast to 1 h exposure to food in the presence of ivermectin. Similar to mRNA-seq results showing a substantially larger effect at 1 h exposure to food in the presence of ivermectin than at 24 h (Fig. 2b–d), this result suggests that perception of food is sufficient to alter DAF-16 localization initially but not to maintain it in the cytoplasm. GFP::DAF-16 localization also responds to other bacterial strains in the presence of ivermectin (Additional file 4: Figure S3A). These results suggest that perception of each of the bacterial strains typically used as food in the lab can activate IIS.

**Fig. 3:**
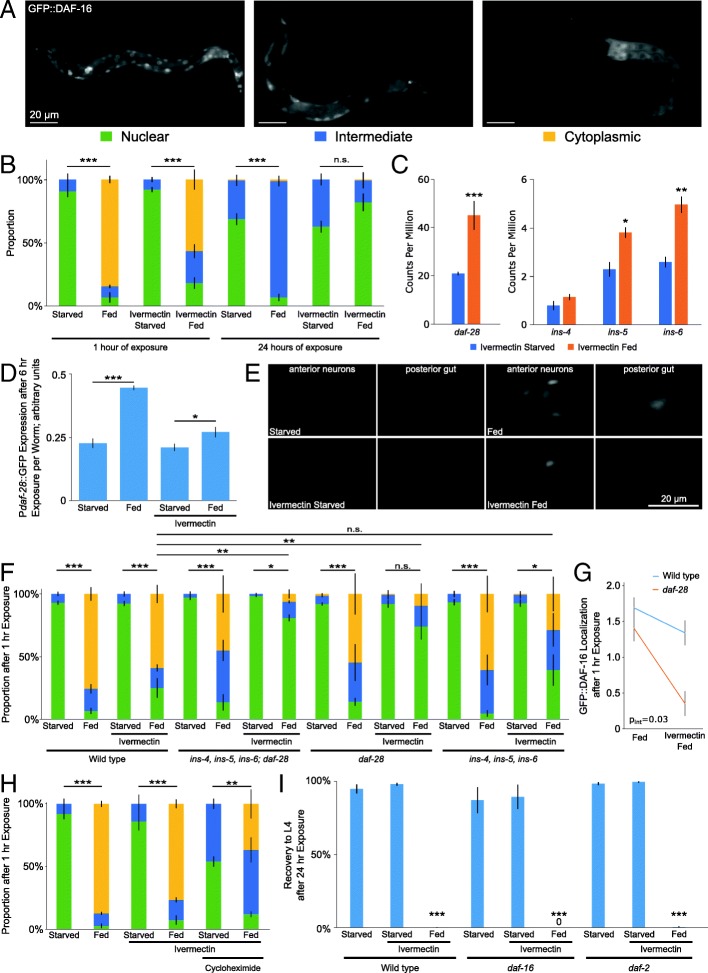
GFP::DAF-16 localization response to food perception is insulin-dependent. **a** Representative images of how GFP::DAF-16 localization was characterized. **b** GFP::DAF-16 localization is plotted for three biological replicates. **c** Average transcript abundance from four biological replicates of mRNA-seq is plotted for selected insulin-like peptides. Nominal *p* values displayed. **d** Averages of P*daf-28*::GFP fluorescence intensity normalized by optical extinction per worm using the COPAS BioSorter are plotted for four biological replicates. Exposure to HB101 was 6 h. **e** Representative images of P*daf-28*::GFP transcriptional reporter gene are presented. **f** GFP::DAF-16 localization is plotted for three to six biological replicates. **g** GFP::DAF-16 localization is plotted for three to six biological replicates. The two-way ANOVA interaction *p* value is listed. **h** GFP::DAF-16 localization is plotted for three biological replicates. **i** The proportion of larvae that recovered to at least the L4 stage after 3 days of recovery is plotted for three to four biological replicates. **b**–**i** ***p < 0.001, **p < 0.01; *p<0.05; unpaired *t* test. Error bars are SEM, except for in **d** where they are standard deviation. **a**, **b**, **d**–**i** Wild-type background. **c** Quadruple mutant transgenic background

The *C. elegans* genome encodes 40 insulin-like peptides, and genetic analysis suggests they function as agonists or antagonists of DAF-2/InsR [51]. We wondered if the expression of specific insulin-like peptides was affected by food perception, potentially accounting for activation of IIS. 

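The insulin-like peptide gene ins-12 had low counts, 3 to 7 reads per library in IvF at 1 h and 12 to 24 in IvS. Its mean was 0.236 ± 0.129 CPM in IvF and 1.17 ± 0.285 CPM in IvS (SD, n = 4), a log2 fold change of -2.33 (standard error 0.57, BH-adjusted p = 0.0133, edgeR quasi-likelihood test). Left out in turn, the libraries gave a log2 fold change between -2.64 and -2.17. For ins-24 the means were 10.2 ± 0.894 CPM and 16.8 ± 0.812 CPM, a log2 fold change of -0.72 (standard error 0.15, BH-adjusted p = 0.00429, edgeR quasi-likelihood test). All 4 IvF libraries were below all 4 IvS libraries for both genes (exact permutation test, p = 0.029). Feeding without ivermectin lowered ins-24 by a log2 fold change of -1.32 (standard error 0.15, BH-adjusted p = 3.0e-07, edgeR quasi-likelihood test). For ins-12 the change with feeding was -0.90 (standard error 0.54, BH-adjusted p = 0.220, edgeR quasi-likelihood test), or -0.33 without replicate 1 of S, and it overlapped between F and S libraries. Of the 19 genes that the paper names from these data, 14 were past the thresholds in IvF against IvS at 1 h when p was adjusted over all genes tested and 16 adjusted over the list alone. The paper chose the list on these samples, so the second count is not independent evidence.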

Based on our mRNA-seq results, expression of two insulin-like peptides, *ins-12* and *ins-24*, was significantly downregulated after 1 h exposure to food in the presence of ivermectin (log_2_FC = − 2.3, FDR = 0.004 and log_2_FC = − 0.72, FDR = 0.001, respectively). Previous characterization revealed complex expression of *ins-12* in fed and starved L1 larvae as well as opposite functional effects on dauer entry and exit, precluding classification as a putative agonist or antagonist [17, 24]. *ins-24* expression decreases in response to feeding during recovery from L1 arrest, suggesting it functions as an antagonist, though this conclusion is not supported by functional analysis [17]. Nonetheless, downregulation of *ins-12* and *ins-24* in response to food perception tentatively suggests these two insulin-like peptides may function as DAF-2 antagonists in this context.

In contrast to putative DAF-2/InsR antagonists, putative agonists have been functionally characterized during L1 arrest and recovery. The insulin-like peptides *daf-28*, *ins-4*, *ins-5* and *ins-6* are transcriptionally upregulated by feeding L1 larvae, and *daf-28*, *ins-4* and *ins-6* promote L1 development [17], consistent with function as DAF-2/InsR agonists in regulation of dauer development [18, 40, 51]. We found that *daf-28*, *ins-5*, and *ins-6* transcripts were significantly upregulated after 1 h exposure to food in the presence of ivermectin (Fig. 3c). 

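Transcripts of daf-28 were at 46.9 ± 7.86 CPM in IvF and 22.2 ± 1.91 CPM in IvS at 1 h (SD, n = 4), a log2 fold change of 1.11 (standard error 0.24, BH-adjusted p = 0.00466, edgeR quasi-likelihood test). For ins-6 the levels were 5.25 ± 0.170 CPM and 2.74 ± 0.477 CPM, with a log2 fold change of 0.94 (standard error 0.28, BH-adjusted p = 0.0454, edgeR quasi-likelihood test), and in 6 of the 8 fits that left out 1 library the adjusted p was above 0.05, up to 0.139 (BH, edgeR quasi-likelihood test). The change in ins-5, from 2.42 ± 0.687 CPM to 4.05 ± 0.357 CPM, was 0.74 (standard error 0.26, BH-adjusted p = 0.116, edgeR quasi-likelihood test), with an unadjusted p of 0.00957, the kind of p that the paper's figure shows for these genes. It was not past the threshold over all genes tested and past it adjusted over the list alone (BH-adjusted p = 0.0107, edgeR quasi-likelihood test). With DESeq2 its adjusted p was 0.0427, where the alternatives ranged from 0.0427 to 0.290 without leaving out a library. Every IvF library was above every IvS library for these 3 genes (exact permutation test for each, p = 0.029). Levels of ins-4 were 1.25 ± 0.440 CPM and 0.848 ± 0.480 CPM, with overlapping libraries and a log2 fold change of 0.52 (standard error 0.61, BH-adjusted p = 0.940, edgeR quasi-likelihood test), or 0.24 without replicate C and 0.80 without replicate D of IvS, and a difference was not detectable at these counts of 4 to 33 reads per library.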

We used the COPAS BioSorter to quantify whole-worm fluorescence of a P*daf-28*::GFP transcriptional reporter, supporting the conclusion that *daf-28* transcription increases in response to food perception (Fig. 3d). This reporter was expressed in anterior neurons, previously identified as the amphid chemosensory neurons ASIL/R and ASJL/R [40], and the posterior intestine with higher expression after 6 h feeding (Fig. 3e), as expected [17]. Consistent with the COPAS results and mRNA-seq, the reporter was also brighter after exposure to food in the presence of ivermectin. These results reveal transcriptional upregulation of putative DAF-2/InsR agonists including *daf-28* as an initial response to perception of food, consistent with activation of IIS.

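With feeding at 1 h, daf-28 rose by 1.41 (standard error 0.24, BH-adjusted p = 6.7e-05, edgeR quasi-likelihood test) on the log2 scale, from 16.2 ± 4.74 CPM to 51.1 ± 7.41 CPM (SD, n = 4). The log2 fold changes of ins-5 and ins-6 with feeding were 1.19 and 1.28. For none of the 3 did the interaction of food with ivermectin pass the threshold, with adjusted p of 0.683, 0.541 and 0.698 for daf-28, ins-5 and ins-6 (BH, edgeR quasi-likelihood test). At 24 h daf-28 ranged from 23.2 to 29.6 CPM in IvF and 26.4 to 32.8 CPM in IvS and the change in its response from 1 h to 24 h was -1.38 (standard error 0.33, BH-adjusted p = 0.0427, edgeR quasi-likelihood test). The 30 insulin-like peptide genes that passed the filter had a median log2 fold change of 0.02 in IvF against IvS at 1 h, with 2 differentially expressed upward and 2 downward, and as a set they did not shift (camera, BH-adjusted p = 0.560). At 24 h they were shifted upward by a median of 0.09, with 20 members higher (camera, BH-adjusted p = 0.0377, and fry, 0.411).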

We performed genetic analysis of our candidate DAF-2/InsR agonists to determine functional relevance in activation of IIS in response to food perception. We used null alleles for the insulin genes and assayed GFP::DAF-16 localization in an otherwise wild-type background. As a control, mutation of *daf-2*/InsR completely blocked the effects of food on GFP::DAF-16 localization (Additional file 4: Figure S3B). Functional redundancy among the 40 insulin genes is common [51], particularly in regulation of L1 arrest and recovery, but simultaneous disruption of multiple genes can reveal loss-of-function phenotypes [17]. *ins-4*, *5* and *6* are clustered on chromosome II, and a deletion allele that removes all three causes constitutive dauer formation [34]. Combination of this deletion allele with a *daf-28* deletion allele to simultaneously disrupt all four putative agonists reduces L1 starvation survival [17]. This compound mutant retained the response to feeding, with GFP::DAF-16 moving from the nucleus to the cytoplasm (Fig. 3f), revealing robust regulation of DAF-16 localization. However, the change in localization in response to food in the presence of ivermectin was significantly reduced in the compound mutant (Fig. 3f). The *daf-28* deletion alone mimicked the behavior of the compound mutant, but the *ins-4*, *5*, *6* deletion alone did not, suggesting *daf-28* specifically mediates the response to food perception. To examine this closer, we plotted the data for wild-type and the *daf-28* mutant separately, focusing on the effect of food in the presence and absence of ivermectin (Fig. 3g). These data show a specific effect of *daf-28* on the response to food in the presence of ivermectin (two-way ANOVA *p* values for interaction between genotype and presence or absence of ivermectin: *daf-28* = 0.03, *ins-4*, *5*, *6*; *daf-28* = 0.02, *ins-4*, *5*, *6* = 0.29). These data suggest that *daf-28* plays a critical role in mediating the initial response to food perception on IIS activity, and they suggest that overlapping function of insulin-like peptides provides a more robust response to feeding than perception alone.

We reasoned that perception of food likely promotes secretion, in addition to synthesis, of DAF-28 and other putative DAF-2 agonists from chemosensory neurons, providing a rapid response to environmental conditions. To address this hypothesis, we treated worms with cycloheximide to block translation and examined GFP::DAF-16 localization. Even in the presence of cycloheximide, exposure of ivermectin-treated larvae to food caused a cytoplasmic shift in GFP::DAF-16 localization (Fig. 3h). Cycloheximide treatment constitutes a massive perturbation, affecting innumerable processes, but this result is consistent with perception of food affecting insulin-like peptides posttranslationally, possibly at the level of secretion. However, the shift in GFP::DAF-16 localization was incomplete with cycloheximide treatment, suggesting incomplete inhibition of translation and/or additional regulatory mechanisms. Together with our results showing an effect of food perception on *daf-28* transcription (Fig. 3c–e), these results suggest that food perception affects insulin-like peptide activity at multiple levels of regulation, in particular transcriptionally and posttranslationally.

Given the effects of food perception on IIS, we hypothesized that IIS mutants affect the irreversible arrest resulting from perception without feeding. If cytoplasmic localization of DAF-16 during starvation were sufficient to cause the irreversible arrest phenotype, then *daf-16* mutants should not be able to recover following starvation. *Daf-16* mutants are starvation-sensitive, but they nonetheless can be starved and retain the ability to recover upon feeding (Fig. 3i). Testing for necessity of IIS activation in causation of the irreversible arrest phenotype would require blocking IIS during food exposure. Null *daf-2*/InsR mutations are inviable [50], so we can only partially block IIS with a *daf-2* partial loss-of-function mutant. The *daf-2*/InsR mutant did not display increased recovery after exposure to food in the presence of ivermectin (Fig. 3i). Together, these results suggest that fully functional IIS is not necessary nor is altered IIS sufficient to cause the irreversible arrest. It is possible that altered IIS is irrelevant to the irreversible arrest phenotype, but we believe instead that the basis for the phenotype is complex and caused by alteration of multiple pathways such that manipulation of any one pathway alone during starvation will not cause irreversible arrest.

### Perception of food is not sufficient to promote development

We used Gene Ontology (GO) term enrichment analysis of our mRNA-seq results to get a broad view of the processes affected by perception of food. The response to feeding for 1 h revealed significant overlap with metabolism genes (hypergeometric *p* value = 8.6e−92) and larval development genes (Fig. 4a, hypergeometric *p* value = 9.8e−39). The response to food exposure for 1 h in the presence of ivermectin also revealed significant overlap with metabolism genes (Fig. 4b, hypergeometric *p* value = 5.0e−23) but not with larval development genes (hypergeometric *p* value = 0.89). Furthermore, genes differentially expressed in response to both food exposure in the presence of ivermectin and feeding were enriched for metabolic GO terms, while genes differentially expressed in response to feeding but not exposure to food in the presence of ivermectin were enriched for a variety of GO terms related to development (Additional file 3: Dataset S1, Additional file 5: Tables S1 and S2). These results suggest that perception of food affects metabolism but not development.

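The GO gene lists were not analysed here. In their place, 9 gene families chosen by symbol were tested with camera (preset correlation 0.01) in 5 comparisons, which made 45 tests with BH adjustment over all of them. Among metabolic families in IvF against IvS at 1 h, the 67 UDP-glucuronosyltransferase genes were shifted upward, with a median log2 fold change of 0.44 and 47 members higher (adjusted p = 8.7e-12), and with feeding the median was 0.58 (adjusted p = 4.7e-04). At 24 h they were still higher, by a median of 0.25, with 46 members higher (adjusted p = 6.1e-06, and 0.155 under fry). The 17 genes of fatty acid synthesis, desaturation and elongation were not shifted as a set, at a median of 0.27 (adjusted p = 0.411). The 157 collagen genes, which are needed for a new cuticle, were not shifted in either comparison at 1 h (adjusted p = 0.769 in IvF and 0.376 in F). In IvF their median was 0.12, with 1 differentially expressed upward and 0 downward, and in F it was -0.36, with 3 upward and 13 downward. At 24 h they were shifted upward by a median of 0.15 (adjusted p = 0.0271), with 0 differentially expressed and an adjusted p of 0.888 under fry. The 77 cytosolic ribosomal protein genes were not shifted in IvF or F at 1 h (adjusted p = 0.161 and 0.376). At 24 h they were lower by a median of -0.20, with 1 of 77 higher and none past the thresholds (adjusted p = 1.5e-09, and 0.620 under fry), and their interaction with time was -0.18 (adjusted p = 0.00614, and 0.902 under fry). The 14 DNA replication genes were higher with feeding by a median log2 fold change of 1.66, with 13 of 14 members higher (adjusted p = 1.0e-10). In IvF against IvS at 1 h they were higher as well, by a median of 0.72, with 13 of 14 members higher and 8 differentially expressed (adjusted p = 1.3e-11), and the interaction had a median of 0.81 (adjusted p = 4.7e-08). At 24 h the median was 0.02 (adjusted p = 0.808). These adjusted p are from camera. Under fry, the shifts of the DNA replication and UDP-glucuronosyltransferase families at 1 h were also past the threshold, and with an estimated correlation between genes none of the 45 tests was. As many shifted families arose in 30 of the 35 splits of the libraries of IvF and IvS at 1 h, the real split included, so that the number of families is not evidence by itself. From the overlaps of the responses with the metabolic and larval development GO terms, the paper proposes that perception of food affects metabolism but not development.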

**Fig. 4:**
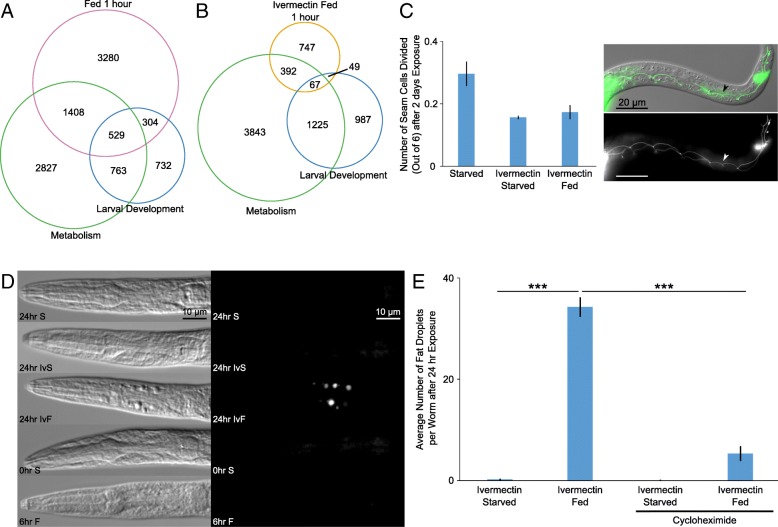
Food perception significantly affects metabolism but not development. **a** Overlap between genes significantly affected by food with genes in the metabolic process and larval developmental process GO terms is plotted. **b** Overlap between genes significantly affected by ivermectin and food with genes in the metabolic process and larval developmental process GO terms is plotted. **c** The average number of seam cell divisions, out of six possible, is plotted for three biological replicates. Scoring was done 2 days after HB101 addition. **d** Representative DIC and GFP channel images of fixed worms following Nile red staining are presented. **e** Quantification of fat droplets in Nile red staining is plotted for three to four biological replicates. **c**–**e** ***p < 0.001, **p < 0.01; unpaired *t* test. Error bars are SEM. **a**–**c** Quadruple mutant transgenic background. **d**, **e** Wild-type background

The lateral epidermal seam cells are the first cells to divide in developing L1 larvae [61], and they divide very rarely during L1 arrest [11, 35]. We used an AJM-1::GFP reporter for adherens junctions to visualize seam cell membranes and count divisions of the cells v1–6 [29]. Consistent with the results of GO term analysis, exposure to food for 2 days in the presence of ivermectin did not cause seam cell divisions (Fig. 4c). There were also no M-cell divisions (data not shown). These results with the most stringent assay available indicate that perception of food is not sufficient to promote detectable postembryonic development.

### Perception of food alters lipid metabolism

We were particularly interested in distinct effects of food perception alone compared to feeding, since exposure of larvae to food in the presence of ivermectin caused irreversible developmental arrest. 

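Of the genes differentially expressed between IvF and IvS at 1 h, 232 were not past the thresholds between F and S, 188 higher and 44 lower in IvF. In 187 of them the fold change in F against S had the same sign, and in 68 its unadjusted p was below 0.05. The difference between the 2 responses was past the thresholds, as an interaction of food with ivermectin, for 32 of these genes. For the other 200 a different response with ivermectin was not shown by that test. Without replicate A of IvF at 1 h, the set held 120 genes, 108 of them from the set above.

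**Figure D2:**
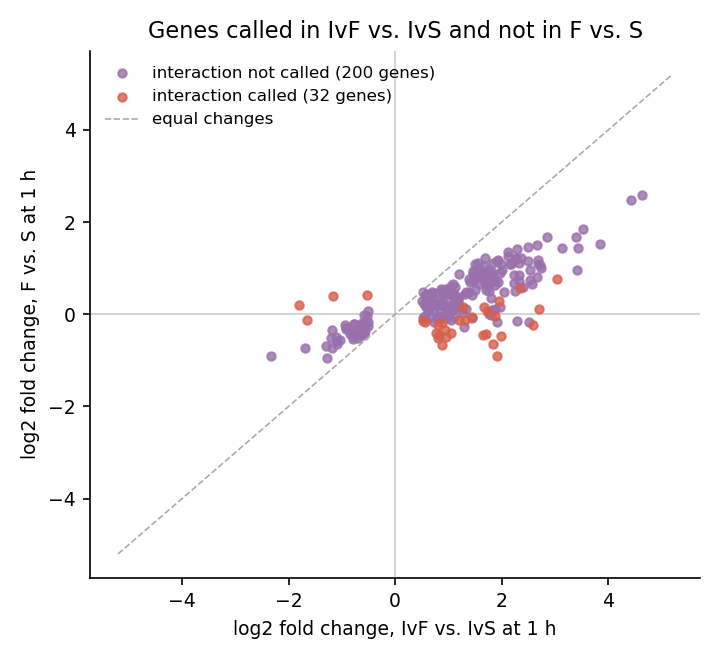
Log2 fold change in F against S plotted against that in IvF against IvS at 1 h, 1 point per gene, for the 232 genes past the thresholds in the second comparison only. The 32 genes whose interaction was past the thresholds are in orange, and the dashed line marks equal changes.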

We therefore examined GO term enrichments among genes significantly affected by food exposure in the presence of ivermectin but not by feeding after 1 h (Table 1). This set of genes was enriched for fatty acid and lipid metabolic GO terms, especially those related to catabolism and oxidation. 

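The 37 genes named acdh, acox, ech, cpt, acaa or hacd that passed the filter, most of which act in beta-oxidation of fatty acids, were shifted upward in IvF against IvS at 1 h, with a median log2 fold change of 0.47. Of the 37, 28 were higher, and 13 were differentially expressed upward and 1 downward (camera, BH-adjusted p = 3.4e-08). Under fry the adjusted p was 0.0627, and with an estimated correlation it was 0.261. With feeding, 27 were higher, with 11 differentially expressed upward and 2 downward and a median of 0.50 (camera, BH-adjusted p = 0.00894). The family's interaction of food with ivermectin had a median of -0.66, with a larger fold change in F for 11 of the 37 genes. It was past the thresholds upward for 5 genes and downward for 3. As a set it was not past the threshold (camera, BH-adjusted p = 0.915). In replicate A of IvF at 1 h, 18 of the 37 genes were at their highest of all 24 libraries.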

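The genes cpt-1 and cpt-2 encode carnitine palmitoyltransferases, acox-1 and acox-2 (acox-1.1 and acox-1.2 in WBcel235) acyl-CoA oxidases, acdh-12 an acyl-CoA dehydrogenase, ech-1.1 and ech-1.2 enoyl-CoA hydratases and acaa-2 a thiolase. In IvF at 1 h, cpt-1 was at 1059 ± 792 CPM against 312 ± 26.1 CPM in IvS (SD, n = 4), a log2 fold change of 1.87 (standard error 0.36, BH-adjusted p = 0.00212, edgeR quasi-likelihood test). The largest increases of the 8 genes were in ech-1.1, acox-1 and acox-2. For ech-1.1, at 20.0 ± 29.2 CPM against 2.17 ± 0.782 CPM, the log2 fold change was 3.42 (standard error 0.73, BH-adjusted p = 0.00548, edgeR quasi-likelihood test). For acox-1, at 693 ± 614 CPM against 73.3 ± 16.3 CPM, it was 3.31 (standard error 0.60, BH-adjusted p = 0.00120, edgeR quasi-likelihood test). The level of acox-2 was 27.2 ± 17.5 CPM in IvF and 2.83 ± 0.570 CPM in IvS (BH-adjusted p = 1.7e-04, edgeR quasi-likelihood test). The log2 fold changes of the others were 2.33 for cpt-2, 2.40 for acdh-12, 2.00 for ech-1.2 and 0.98 for acaa-2. All but acaa-2, whose adjusted p was 0.0837 (BH, edgeR quasi-likelihood test), were past the thresholds, and for all 8 every IvF library was above every IvS library (exact permutation test for each, p = 0.029). All 8 genes were highest in replicate A of IvF at 1 h, where cpt-1 stood at 2235 CPM. Without that library the log2 fold changes were 0.98 for cpt-1, 0.94 for cpt-2, 2.39 for acox-1, 2.75 for acox-2, 0.79 for acdh-12, 1.22 for ech-1.1, 0.88 for ech-1.2 and 0.27 for acaa-2, and 5 of the 8 genes were past the thresholds. When only the 8 libraries of the comparison were fitted, the adjusted p of cpt-1, cpt-2, acox-1, acdh-12, ech-1.1 and ech-1.2 lay between 0.0666 and 0.220 (BH, edgeR quasi-likelihood test). With feeding, acox-1 and acox-2 also passed the thresholds, with log2 fold changes of 2.95 (standard error 0.59, BH-adjusted p = 4.8e-04, edgeR quasi-likelihood test) and 2.64 (standard error 0.52, BH-adjusted p = 4.0e-04, edgeR quasi-likelihood test), and the other 6 genes did not. With the exact test that the paper used, cpt-2 and ech-1.2 passed them with feeding as well. Exons of acdh-12 and ech-1.1 overlap those of another gene.

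**Figure D3:**
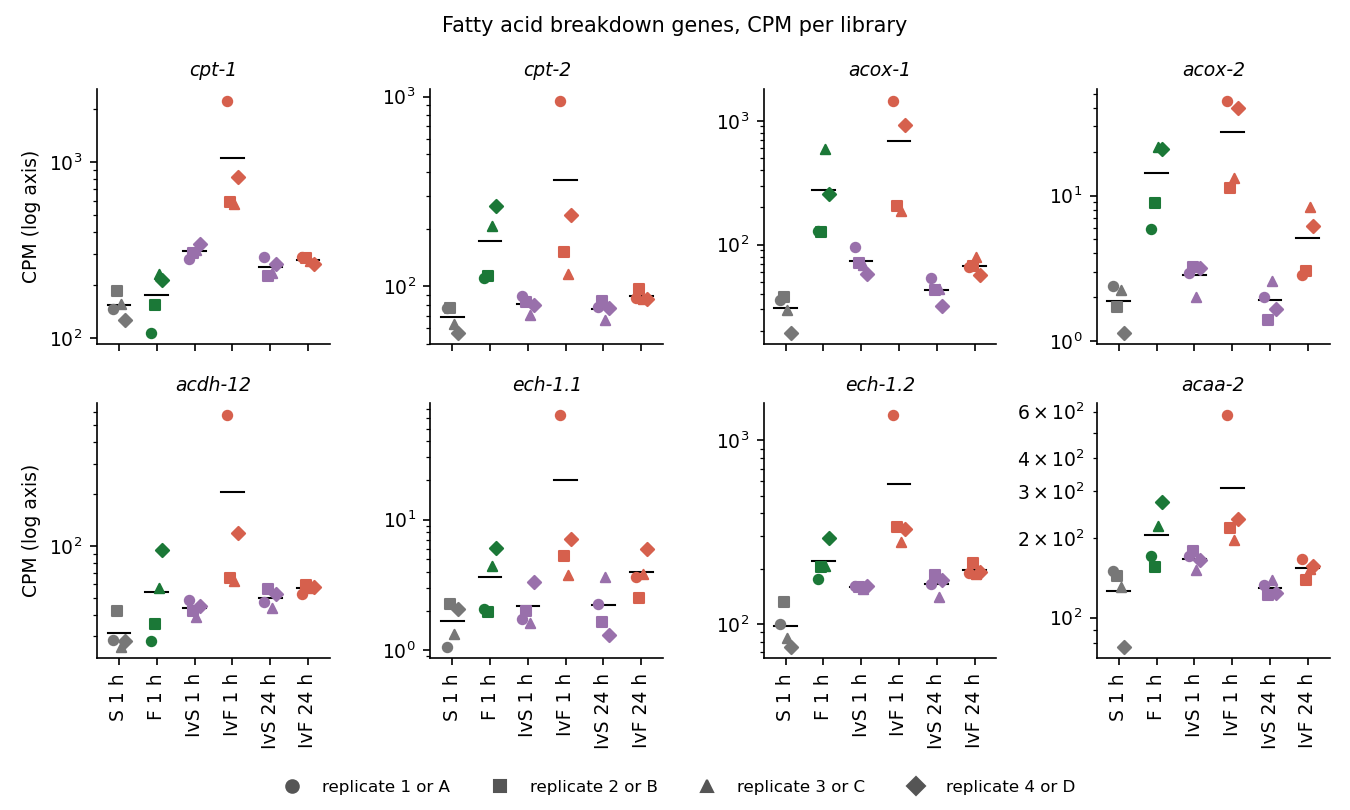
CPM of the 8 genes in each of the 24 libraries by condition, on log axes, with the mean of each condition as a black line. Symbols mark the replicates, and a symbol shared by replicates of the groups with and without ivermectin does not pair them. Replicate A, the circle, is the highest IvF library at 1 h for every gene.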

Examination of individual genes contributing to these GO term enrichments identified genes involved in fatty acid breakdown (e.g., *cpt-1,2*, *acox-1,2*, *acdh-12*, *ech-1.1,1.2*, and *acaa-2*) as upregulated after 1 h of food perception. However, genes involved in fatty acid biogenesis (e.g., *fasn-1* and *acs-5*) were also upregulated, suggesting complex effects on lipid metabolism.

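The fatty acid synthase gene fasn-1 was at 645 ± 84.7 CPM in IvF and 393 ± 24.7 CPM in IvS at 1 h (SD, n = 4), a log2 fold change of 0.72 (standard error 0.18, BH-adjusted p = 0.0162, edgeR quasi-likelihood test). In 2 of the 8 fits that left out 1 library its adjusted p was above the threshold, up to 0.0758 (BH, edgeR quasi-likelihood test), and without replicate A its log2 fold change was 0.59. For acs-5, an acyl-CoA synthetase gene, the levels were 212 ± 139 CPM and 79.2 ± 6.15 CPM, with a log2 fold change of 1.52 (standard error 0.34, BH-adjusted p = 0.00652, edgeR quasi-likelihood test), or 0.75 without replicate A. Fitted with the 8 libraries alone, its adjusted p was 0.143 (BH, edgeR quasi-likelihood test), the highest of the alternatives, which began at 1.5e-04. Both genes also rose with feeding, by 1.17 (standard error 0.18, BH-adjusted p = 2.1e-05, edgeR quasi-likelihood test) and 1.46 (standard error 0.34, BH-adjusted p = 0.00183, edgeR quasi-likelihood test) on the log2 scale.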

**Table 1:** Food perception affects lipid metabolism-related GO terms

GO term description	FDR	Enrichment	Number of genes in GO term	Number of genes in target set	Number of genes in overlap
Fatty acid beta-oxidation	8.93E−08	16.69	36	227	10
Lipid oxidation	2.62E−07	15.02	40	227	10
Fatty acid oxidation	2.46E−07	15.02	40	227	10
Fatty acid catabolic process	1.95E−08	14.71	49	227	12
Monocarboxylic acid catabolic process	2.71E−08	14.13	51	227	12
Fatty acid metabolic process	1.97E−11	11.30	101	227	19
Cellular lipid catabolic process	4.34E−07	10.30	70	227	12
Carboxylic acid catabolic process	5.10E−08	10.01	84	227	14
Organic acid catabolic process	5.67E−08	10.01	84	227	14

Top GO terms ranked by enrichment values (at least 10-fold) are listed for genes significant in IvF vs. IvS at 1 h but not F vs. S at 1 h from four biological replicates of mRNA-seq. A quadruple mutant transgenic strain was used for mRNA-seq. Full list is available in Additional file 3: Dataset S1

Microscopic analysis of larvae further supports the conclusion from GO term enrichments that lipid metabolism is affected by perception of food. Differential interference contrast microscopy revealed numerous, prominent droplets throughout the body and around the pharynx, as if in the body cavity, after prolonged exposure to food in the presence of ivermectin (Fig. 4d). Given their appearance and GO term enrichments (Table 1), we hypothesized that these are lipid droplets. Nile red staining of fixed L1 larvae confirmed that these droplets contained lipid, supporting our hypothesis (Fig. 4d). Staining was done in a wild-type background, as opposed to a quadruple mutant transgenic background, to avoid interference from fluorescent reporters. Starved L1 larvae, either shortly after hatching or 24 h later, did not contain such lipid droplets. Fed L1 larvae developed small lipid droplets in the intestine, while the droplets in worms exposed to food and ivermectin for 24 h were more varied in size and location. Cycloheximide treatment significantly reduced the number of lipid droplets caused by food in the presence of ivermectin (Fig. 4e). This result suggests that the change in lipid metabolism that gives rise to these abnormal lipid droplets is due to differential gene expression, consistent with our mRNA-seq results (Table 1). We conclude that the gene expression response to food perception alters lipid metabolism, resulting in abnormal accumulation of large lipid droplets in the body cavity.

### Polypeptides serve as an environmental cue for food

Nematodes rely on mechanosensory and chemosensory cues to regulate locomotion, development, pathogen avoidance, feeding, and mating [7, 28]. *C. elegans* respond to mechanosensory stimulation when encountering a bacterial lawn, which can be mimicked with Sephadex beads [58]. To test whether the effects of food perception were due to mechanosensation or chemosensation, we assayed the ability to recover after starvation in the presence of ivermectin and Sephadex beads or HB101 bacterial filtrate, respectively. We found that Sephadex beads did not affect starvation recovery, while HB101 filtrate prevented recovery as strongly as HB101 itself (Fig. 5a, Additional file 1: Figure S1A). These data suggest that the deleterious effect of food perception without ingestion is via chemosensation and not mechanosensation.

**Fig. 5:**
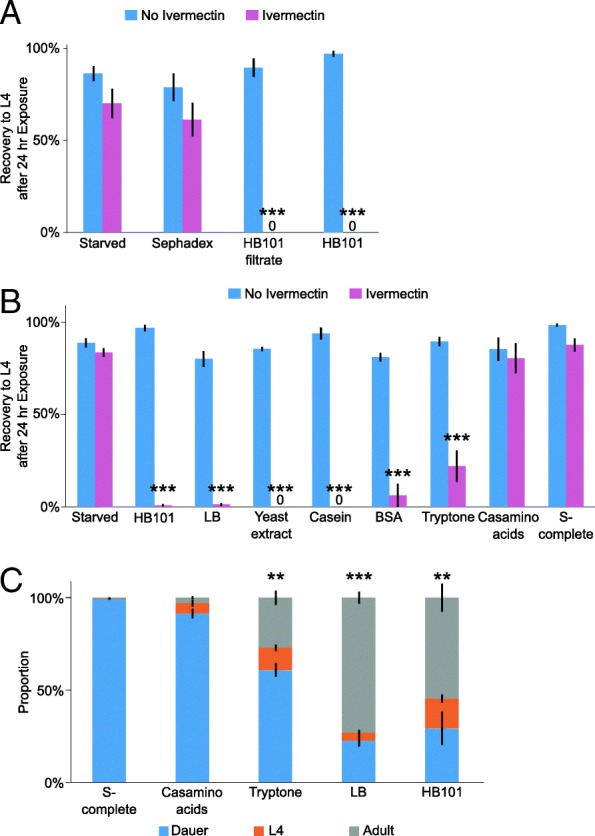
Perception of food cues affects L1 and dauer recovery. **a**–**b** The proportion of larvae that recovered to at least the L4 stage after 3 days of recovery is plotted for three to 13 biological replicates. **c** Recovery from dauer after 3 days in each condition is plotted for three to four biological replicates. **a**–**c** ***p < 0.001, **p < 0.01, *p < 0.05; unpaired *t* test. Error bars are SEM. **a**, **b** Quadruple mutant transgenic background. **c** Wild-type background

Since the relevant modality of perception appeared to be chemosensory, we wanted to identify a molecular component of bacterial food that functions as an environmental cue for the worm. We found that LB medium, a common nutrient broth for culturing *E. coli*, as well as its components, yeast extract and tryptone, caused irreversible arrest in worms exposed to them in the presence of ivermectin, similar to the effect of HB101 (Fig. 5b). Yeast extract results from autolysis of *S. cerevisiae* and contains a complicated mixture of amino acids, nucleic acids, peptides, carbohydrates, and vitamins. Tryptone is a tryptic digest of the protein casein, resulting in peptides of varying lengths (dipeptides and larger). Since tryptone is much simpler than yeast extract, we decided to focus our investigation there. We tested undigested casein and casamino acids, which is casein that has been through acid hydrolysis to produce free amino acids. We also tested bovine serum albumin (BSA) as another form of protein. We found that exposure to casein or BSA in the presence of ivermectin caused the irreversible arrest phenotype while casamino acids did not (Fig. 5b). Since casamino acids do not contain polypeptide, together these results suggest that polypeptide is perceived. We also exposed ivermectin-treated larvae to a solution of the ten essential amino acids for *C. elegans*, ethanol, glucose, and a combination of all three and found that none of these significantly affected recovery (Additional file 6: Figure S4A). Perception of polypeptides and other potential food cues also caused GFP::DAF-16 to translocate to the cytoplasm (Additional file 6: Figure S4B, C), consistent with activation of IIS. When otherwise starved larvae were permitted to ingest polypeptide or other potential cues, they supported survival (Additional file 6: Figure S4D) but not development (based on the M-cell division assay; data not shown), as if providing an incomplete source of nutrition. This treatment also compromised the ability of larvae to subsequently recover in standard culture conditions (Additional file 6: Figure S4E, F). This effect is reminiscent of the effect of exposure to food in the presence of ivermectin, consistent with a deleterious effect of perception of food-associated cues without being fed a complete source of nutrition. In summary, we conclude that starved worms perceive polypeptides, presumably as a food-associated cue, though other cues are likely to also be involved.

We wanted an alternative and arguably more ecologically relevant approach than using ivermectin to determine if starved worms perceive polypeptide. Dauer larvae have an internal plug blocking the pharynx and do not pump, preventing them from feeding [14, 54]. While both L1 arrest and dauer arrest are naturally occurring, dauer larvae are naturally incapable of feeding, but blocking ingestion in L1 larvae has to be experimentally induced (e.g., with ivermectin). Dauer larvae therefore provide a compelling alternative to ivermectin treatment for the analysis of food perception without ingestion. We found that tryptone and LB promoted dauer recovery, as did HB101, while casamino acids and the buffer S-complete did not (Fig. 5c). These results further support the conclusion that *C. elegans* perceive environmental polypeptides when starved as a food-associated cue.

## Discussion

We sought to uncouple the effects of food perception and ingestion on development, gene expression and metabolism of the nematode *C. elegans*. We report that perception is not sufficient to promote postembryonic development, but that it activates IIS and alters gene expression and lipid metabolism, resulting in an irreversible arrest phenotype. We also report that starved larvae sense environmental polypeptides, as if worms use them as a food-associated cue to anticipate feeding and development.

The most striking phenotype we report is the irreversible developmental arrest of larvae that are starved in the presence of food, so that they perceive food without eating it. Notably, ivermectin binding has been characterized as irreversible [19, 32, 63]. These studies involved very different time scales from ours, and they used ivermectin doses 50–100-fold greater than us. Nonetheless, we considered irreversible binding as an explanation for irreversible arrest, but several lines of evidence suggest otherwise. Worms exposed to the relatively low dose of ivermectin we used without food almost completely recover. Also, recovery was rescued by blocking transcription or translation during exposure to ivermectin and food. In addition, we see a similar reduction in recovery rate in otherwise starved L1 larvae exposed to food cues. This observation along with the effect of ivermectin and food suggests that perception of food cues without ingestion of complete nutrition underlies the irreversible arrest phenotype. We found that food perception activates IIS, affecting gene expression, but genetic analysis of a *daf-16* null mutant suggests that activation of IIS during starvation does not on its own cause an irreversible arrest phenotype (Fig. 3i). Furthermore, irreversible arrest is still triggered by food in ivermectin-treated animals in the absence of a fully functional IIS pathway, as revealed by analysis of *daf-2(e1370)*, a partial-loss-of-function allele. We interpret this as an indication that food perception alters multiple pathways, which may redundantly cause the phenotype, but that modulation of any one of them is not sufficient to cause irreversible arrest. We speculate that perception of food alters metabolism to prime the animal for feeding and development, but that these physiological changes lead to the loss of the stress-resistant properties that normally accompany L1 arrest such that they are detrimental if not accompanied by feeding.

We present evidence that food perception elicits a gene expression response that is largely subsumed by the feeding response and that this response is in part due to activation of IIS. Reduction of IIS and activation of DAF-16/FOXO during L1 starvation affects metabolic gene expression, promoting carbon flux through the glyoxylate shunt, gluconeogenesis, and into the disaccharide trehalose [31]. The gene expression response to feeding for 1 h tentatively suggests reversal of this starvation response, including apparent downregulation of the glyoxylate shunt (*icl-1* expression) and trehalose synthesis (*tps-1* and *tps-2* expression). Of these gene expression changes, downregulation of the trehalose synthase gene *tps-1* alone was also observed in response to food perception for 1 h. 

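Expression of icl-1, which encodes the enzyme of the glyoxylate shunt, was 99.2 ± 14.9 CPM in F and 638 ± 395 CPM in S (SD, n = 4), a log2 fold change of -2.98 (standard error 0.53, BH-adjusted p = 1.2e-04, edgeR quasi-likelihood test). In 3 of the starved libraries it was 754 to 905 CPM and in the other, replicate 4, 53.3 CPM, below every fed library, so that the exact permutation test gave p = 0.143. Without replicate 4 the log2 fold change was -3.35. The trehalose synthase genes fell with feeding in every library, tps-1 from 135 ± 19.1 CPM to 70.6 ± 12.9 CPM, a log2 fold change of -1.14 (standard error 0.17, BH-adjusted p = 9.1e-06, edgeR quasi-likelihood test), and tps-2 from 82.8 ± 31.9 CPM to 40.0 ± 6.41 CPM, a log2 fold change of -1.21 (standard error 0.17, BH-adjusted p = 6.3e-06, edgeR quasi-likelihood test). Exons of tps-2 overlap those of arl-3 by 24 bases.

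**Figure D4:**
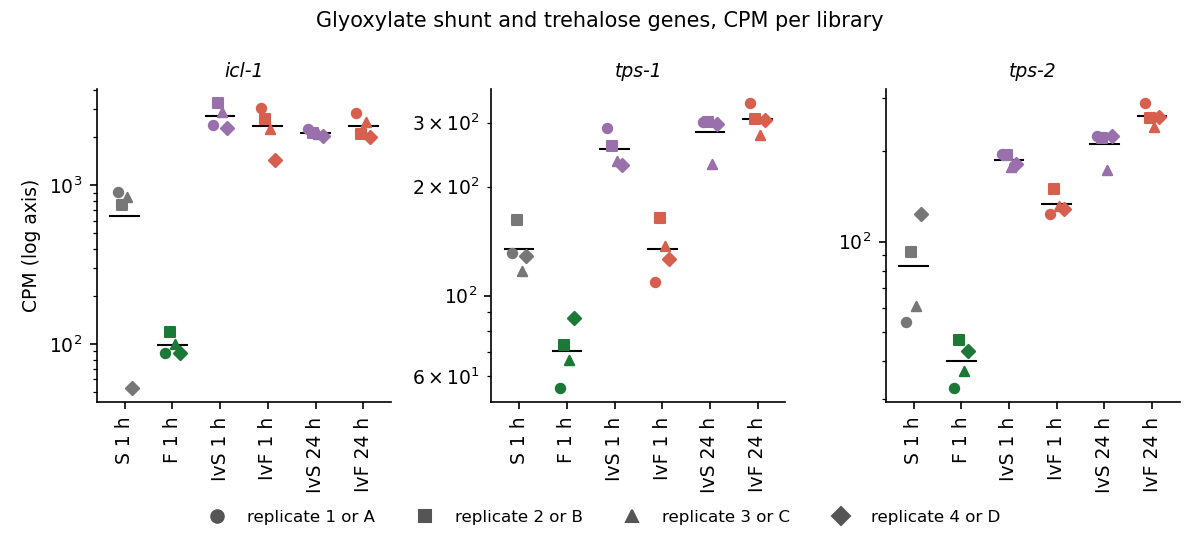
CPM of icl-1, tps-1 and tps-2 in each of the 24 libraries by condition, on log axes, with the mean of each condition as a black line. Symbols mark the replicates and do not pair libraries with and without ivermectin. Starved replicate 4, the diamond, has 53.3 CPM of icl-1.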

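In IvF against IvS at 1 h, tps-1 changed from 253 ± 28.2 CPM to 134 ± 23.1 CPM (SD, n = 4), a log2 fold change of -0.93 (standard error 0.17, BH-adjusted p = 8.8e-04, edgeR quasi-likelihood test), with all IvF below all IvS libraries (exact permutation test, p = 0.029). The same held for tps-2, from 187 ± 9.14 CPM to 133 ± 11.1 CPM (exact permutation test, p = 0.029), and its log2 fold change of -0.49 (standard error 0.17, BH-adjusted p = 0.0993, edgeR quasi-likelihood test) was not past the thresholds. It passed them in 3 of the 9 alternatives, and in 6 of them its adjusted p, from 0.0210 to 0.246 over all 9 (BH, edgeR and DESeq2), was below 0.05, so that the call rests on the setting. The change in icl-1 was -0.17 (standard error 0.49, BH-adjusted p = 0.999, edgeR quasi-likelihood test), or -0.45 without replicate A and 0.04 without replicate D of IvF, within the spread between libraries. The difference between the responses to feeding and to food with ivermectin was -2.81 (standard error 0.70, BH-adjusted p = 0.0111, edgeR quasi-likelihood test) for icl-1, -0.21 (standard error 0.23, BH-adjusted p = 0.687, edgeR quasi-likelihood test) for tps-1 and -0.71 (standard error 0.24, BH-adjusted p = 0.0591, edgeR quasi-likelihood test) for tps-2. The value of icl-1 missed the threshold in 1 of the 6 alternatives, with an adjusted p from 0.00153 to 0.0593 (BH, edgeR and DESeq2). For tps-2, food by ivermectin interaction at 1 h, the result was past the threshold in 4 of the 6 alternatives, with an adjusted p from 0.00468 to 0.135 (BH, edgeR and DESeq2). It was also past it without replicate 1 of S, at -0.85, and without replicate D of IvF, at -0.78 (BH-adjusted p = 0.0120 and 0.0363, edgeR quasi-likelihood test).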

While this is consistent with a decrease in trehalose synthesis in response to food perception, it is a relatively limited effect on central carbon metabolic gene expression, and we have no additional evidence that carbohydrate metabolism is affected by food perception.

Insulin-like peptides *daf-28*, *ins-6* and *ins-4* govern postembryonic development, and their transcription is positively regulated by nutrient availability [17, 18, 40]. We show that *daf-28* transcription is upregulated by perception of food and that it plays a specific role in activating IIS in response to perception. That is, *daf-28* was specifically required for food perception to cause GFP::DAF-16 translocation to the cytoplasm, though it was dispensable for translocation in response to feeding, suggesting overlapping function with other insulin-like peptides in the latter but not former case. GFP::DAF-16 translocation to the cytoplasm in response to food perception occurred in the presence of the translational inhibitor cycloheximide, consistent with perception affecting insulin-like peptide activity posttranslationally, possibly at the level of secretion.

The gene expression response and activation of IIS were relatively transient, as if larvae initially respond to food perception but this response is not maintained without feeding and ingestion of nutrients. We imagine that the transient nature of this response is due to habituation of perception or antagonism from internal starvation signals, or a combination of the two. Upregulation of IIS during L1 starvation promotes cell division [17], but perception of food did not, though IIS was activated. We believe the transient nature of IIS activation by food perception explains the lack of postembryonic development. Despite the transient nature of the responses to food perception, they nonetheless have physiological consequences as demonstrated by accumulation of lipid droplets and irreversibility of developmental arrest.

Where the gene expression response to food perception differed from the feeding response, GO term enrichments suggest an effect on lipid metabolism. 

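Whether the response to food with ivermectin exceeded that to feeding was tested for the 8 genes of fatty acid breakdown and the 2 of synthesis as the interaction of food with ivermectin, F against S minus IvF against IvS at 1 h. It was past the thresholds for cpt-1, at -1.90 (standard error 0.50, BH-adjusted p = 0.0154, edgeR quasi-likelihood test), and for none of the other 9. Among those the interaction ranged from -2.46 for ech-1.1 to 0.45 for fasn-1 on the log2 scale, and 9 of the 10 interactions were below 0, in the direction of a larger change with ivermectin. For ech-1.1 the adjusted p was 0.169 (BH, edgeR quasi-likelihood test), and 0.0465 with DESeq2, where the alternatives ranged from 0.0465 to 0.400. Without replicate A of IvF at 1 h the interaction of cpt-1 was -1.01, still past the thresholds, and its adjusted p over the alternatives that kept all libraries ranged from 0.00151 to 0.0529 (BH, edgeR and DESeq2), the highest without a filter on low counts. Without replicate A the interactions of cpt-2, acox-1, ech-1.2, acaa-2 and acs-5 changed sign, to 0.18, 0.56, 0.08, 0.19 and 0.71. Those of ech-1.1, acdh-12 and acox-2 shrank to -0.27, -0.20 and -0.11.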

Food perception specifically increased expression of genes related to both catabolism and synthesis of fatty acids. Expression analysis of adults treated with ivermectin to limit food consumption also suggested an effect on lipid catabolism gene expression [37]. Simultaneous increase of catabolism and synthesis is paradoxical, but we imagine this could reflect interconversion of lipid species and/or result from measuring mRNA expression in whole animals, with metabolism varying among tissues. Nonetheless, perception of food caused accumulation of abnormal, prominent lipid droplets in the body cavity, consistent with an effect on lipid metabolism and storage.

Perception of a “food signal” from bacterial cultures or yeast extract stimulates dauer recovery [27]. NAD^+^ triggers dauer recovery [48], but other components of the “food signal” are not known. We identified polypeptides as a food-associated cue for starved larvae. Perception of polypeptide in the form of casein, BSA, or tryptone in starved L1 larvae caused an irreversible arrest phenotype indistinguishable from that caused by perception of bacteria. Perception of polypeptide also caused GFP::DAF-16 to translocate to the cytoplasm in starved larvae. Furthermore, polypeptide triggered recovery from dauer arrest, a non-feeding state, suggesting polypeptide is a component of the “food signal”. Our results suggest a critical role of polypeptide perception in governing postembryonic development of free-living nematodes.

Together our results suggest a model in which chemosensation of environmental polypeptides promotes transcription and possibly secretion of DAF-28 from ASI and ASJ amphid neurons to mediate systemic effects on gene expression and metabolism (Fig. 6). These changes in gene expression and metabolism prime the animal for feeding and development, but they are deleterious in the absence of feeding and cause an irreversible developmental arrest. However, activation of IIS did not account for the entire gene expression response to food perception, nor did it account for the irreversible arrest phenotype. We conclude that food perception affects additional signaling pathways and that these pathways collaborate with IIS to regulate gene expression and metabolism.

**Fig. 6:**
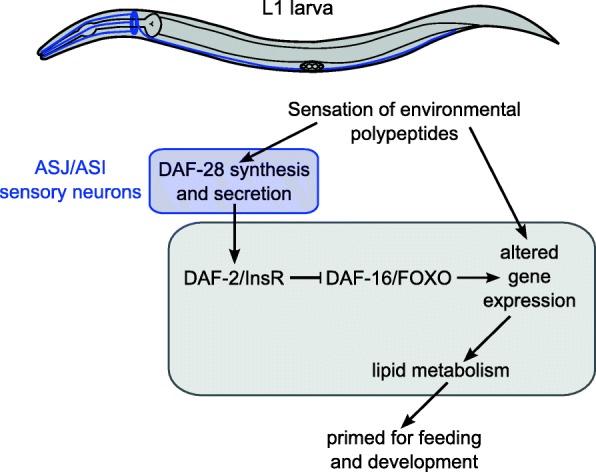
An organismal response to perception of food. Environmental polypeptides sensed by chemosensation leads to increased synthesis and secretion of the insulin-like peptide DAF-28, activating IIS. Additional, unknown pathways are also altered, which together with activated IIS affects gene expression and lipid metabolism. These physiological changes prime the animal for feeding and development, but they are deleterious if the animal does not actually feed

## Conclusions

We conclude that *C. elegans* larvae sense environmental food-associated cues such as polypeptides and that this perception affects signaling, gene regulation, and metabolism. We suspect similar physiological effects of food perception, potentially in response to environmental polypeptides, are conserved among nematodes and more broadly among invertebrates. Worms use chemosensation to find food, and food perception may also serve to prime starved larvae for feeding and development. Such priming is apparently detrimental if not accompanied by feeding within hours, but we believe such a scenario where food cues are present without food is unnatural. In contrast, dauer larvae represent a common situation where starved larvae rely on perception to regulate development and metabolism. We show that dauer larvae exit arrest and resume development in response to perception of environmental polypeptides. Starved non-dauer larvae are able to feed immediately upon encountering food, but perception of environmental cues could accelerate the organismal response by not requiring ingestion and assimilation of nutrients. With a fluctuating food supply and boom and bust population dynamics in free-living nematodes, we suspect metabolic priming via food perception contributes to fitness by accelerating recovery from developmental arrest.

## Methods

### *C. elegans* strains and ivermectin treatment

Strains were maintained on agar plates containing standard nematode growth media (NGM) seeded with *E. coli* OP50 at 20 °C. Small liquid cultures were used to arrest larval development (see below), and *E. coli* HB101 was used as food in these cultures. Standard genetic techniques were used to make combinations of alleles. The wild-type strain N2 (Bristol) and the following mutant and transgenic strains were used:

- CB1370 *daf-2(e1370)*
  CF1038 *daf-16(mu86)*
  LRB268 *avr-14(vu47); glc-3(ok321) avr-15(vu227) glc-1(pk54); dukIs9[Pmyo-2::avr-15, Pmyo-2::mCherry, Pajm-1::AJM-1::GFP]*
  LRB269 *avr-14(vu47); glc-3(ok321) avr-15(vu227) glc-1(pk54); dukIs10[Pmyo-2::avr-15, Pmyo-2::mCherry, Phlh-8::GFP]*
  JD369 *avr-14(vu47); glc-3(ok321) avr-15(vu227) glc-1(pk54)*
  NK1228 *daf-16(mu86); unc-119(ed4); qyIs288 [Pdaf-16::GFP::DAF-16, unc-119(+)]*
  LRB338 *daf-16(mu86); daf-28(tm2308); qyIs289[Pdaf-16::GFP::DAF-16, unc-119 (+)]*
  LRB339 *daf-16(mu86); ins-4, ins-5, ins-6(hpDF761); daf-28(tm2308); qyIs289[Pdaf-16::GFP::DAF-16, unc-119(+)]*
  LRB340 *daf-16(mu86); ins-4, ins-5, ins-6(hpDF761); qyIs289[Pdaf-16::GFP::DAF-16, unc-119(+)]*
  GR1455 *mgls40[Pdaf-28::GFP]*

*dukIs9* injection mix contained the following: 1 ng/μL pCFJ90 (*Pmyo-2::mCherry*), 1 ng/μL pPD30_69_TK414_4A (*Pmyo-2::avr-15*), and 50 ng/μL pJS191 (*Pajm-1::AJM-1::GFP*). *dukIs10* injection mix contained the following: 1 ng/μL pCFJ90 (*Pmyo-2::mCherry*), 1 ng/μL pPD30_69_TK414_4A (*Pmyo-2::avr-15*), and 50 ng/μL pJKL464 (*Phlh-8::GFP*).

We used LRB268 and LRB269 for our primary analyses. These strains are sensitive to ivermectin in the pharynx alone, providing a controlled way to manipulate pharyngeal pumping. However, these strains have complex genetics, with four chromosomal mutations and a transgenic extrachromosomal array. In addition, the array carries the pharynx-specific *avr-15* transgene as well as a reporter gene. Consequently, these two strains were not amenable to analysis of other mutations and reporter genes. We determined that wild-type (N2) worms display similar responses to ivermectin and food (e.g., Fig. 3i), albeit at slightly different doses (see below). We proceeded to use the wild-type background for subsequent genetic analyses. The strain used is indicated for each figure or figure panel.

Ivermectin (Sigma) dissolved in DMSO was added to the appropriate cultures immediately following culture setup. Ivermectin dose was adjusted for different levels of resistance in different strains. We performed a dose response to ivermectin in each background and used the minimal effective dose that made each strain not eat, as assessed by growth (data not shown). LRB269 was treated with 20 ng/mL ivermectin, or 22.85 nM. LRB268 was treated with 50 ng/mL ivermectin. Strains in the N2 background, rather than the quadruple mutant background, were treated with 10 ng/mL. DMSO was added in equal amounts to control tubes. DMSO concentration ranged from 0.05 to 0.2%.

### Hypochlorite treatment and L1 arrest assays

Mixed-stage cultures of worms on 10-cm NGM plates were washed from the plates using virgin S-basal (S-basal lacking ethanol and cholesterol) and centrifuged for 1 min at 3000 rpm in 15-mL conical tubes. A hypochlorite solution (7:2:1 ddH_2_O, sodium hypochlorite (Sigma), 5 M KOH) was added to dissolve the animals. Worms were centrifuged after 1.5–2 min in the hypochlorite solution, and fresh solution was added. Total time in the hypochlorite solution was 7–10 min. Embryos were washed three times in virgin S-basal buffer (no ethanol or cholesterol) before final suspension in 3–6 mL virgin S-basal at a density of 1 worm/μL. Embryos were cultured in a 16-mm glass tube on a tissue culture roller drum at approximately 25 rpm and 21–22 °C.

For the M-cell division assay, 1 day following the hypochlorite treatment above, the worms were put in the appropriate condition (LB, tryptone, etc.) and cultured for 7 days before 100 larvae per replicate were examined on a Noble agar slide on a compound fluorescent microscope. For the seam cell division assay, 1 day following the hypochlorite treatment above, HB101 was added at 25 mg/mL for 2 days and the V1–6 cells on one side of the animal were scored for 60 larvae per replicate.

### Starvation recovery

Animals were treated in hypochlorite solution and suspended in virgin S-basal with DMSO or ivermectin as described above. Twenty-four hours after hypochlorite treatment, the appropriate bacteria (HB101 unless otherwise stated) or potential food cue was added at the appropriate dose (25 mg/mL for bacteria unless otherwise stated). HB101 filtrate was created by filtering HB101 at 25 mg/mL through a 22-μm filter. Yeast extract was at 5 mg/mL. Tryptone and casamino acids were at 10 mg/mL. Due to solubility limitations, casein and BSA were at 1 mg/mL. Ethanol was at 0.095% (*v*/*v*). Glucose was at 5% (*w*/*v*) or 278 mM. Amino acid solution (16 mg/mL) was prepared as in [25]. Addition of bacteria or potential food cues was considered the 0 h exposure time point (vertical dashed line in Fig. 1a). One hundred-microliter aliquots were sampled at the stated times up to 24 h and placed around the edge of a HB101 lawn on NGM plates. Number of plated worms (*T*_p_) was counted and the plates were incubated at 20 °C. After 3 days, the number of animals that recovered to at least the L4 stage (*T*_R_) was counted. Recovery was calculated as *T*_R_/*T*_p_.

### Fluorescent bead ingestion

Cultures were setup as for a starvation recovery experiment as above; except instead of plating the worms after 24 h, fluorescent beads (Fluoresbrite® YG Carboxylate Microspheres 0.10 μm from Polysciences) were added at 1:200 to the cultures. After 3–4 h, the cultures were examined on a Noble agar slide on a compound fluorescent microscope. The location of the fluorescent beads (i.e., gut, pharynx, or none inside the worm) was scored for 40 worms per replicate.

### α-Amanitin and cycloheximide treatment

Dose response curves with α-amanitin (Sigma) and cycloheximide (Sigma) were done using the *gpIs1* [P*hsp-16.2*::GFP] reporter [43] in a wild-type background to find a dose that prevented fluorescence in response to heat shock at 33 °C for 2 h (data not shown). These doses were determined to be 5 mM for cycloheximide and 25 μg/mL for α-amanitin. Both drug stocks were dissolved in water. The starvation recovery assay (Fig. 1d, e) was set up as above in the quadruple transgenic mutant, with drugs added 2 h before food addition and cultures washed three times with 10 mL virgin S-basal before plating.

### mRNA-seq and associated analysis

Worm cultures for LRB269 were set up using the hypochlorite treatment as described above, except in S-complete rather than virgin S-basal and scaled up to 20 mL per condition. Either ivermectin was added at 5 ng/mL or DMSO was added at 0.1%. Twenty-four hours after hypochlorite treatment, allowing for hatching and synchronization, HB101 was added at 25 mg/mL to the food tubes. Samples were collected at 1 h and 24 h after food addition. To collect the samples, worms were washed three times with 10 mL virgin S-basal then concentrated in 100 μL and frozen in liquid nitrogen. RNA was extracted with Trizol and chloroform. Libraries were prepared for sequencing using the NEBNext Ultra RNA Library Prep Kit for Illumina (E7530) with 250–400 ng of starting RNA per library and 13 cycles of PCR. Libraries were sequenced using Illumina HiSeq 4000. Bowtie was used to map reads to the WS210 genome [38]. Transcripts annotated in WS220 that were mapped to the WS210 genome coordinates were also included, as described previously [44]. Mapping efficiencies ranged from 78 to 85% for all libraries. 

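In the deposited counts, reads marked as not aligned made up 14.7% to 22.1% of the reads in a library, so that 77.9% to 85.3% aligned. The median was 82.9% over the 8 libraries without ivermectin and 82.2% over the 16 with it, and the lowest library was replicate D of IvF at 1 h.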

HTSeq was used to generate count tables for each library [2]. Count tables were analyzed for differential expression using the edgeR package in R [56]. Detected genes were considered those expressed at a level of at least 1 count-per-million (CPM) in at least four libraries, reducing the number of genes included in the analysis to 18,190. The “calcNormFactors” function was used to normalize for RNA composition, and the tagwise dispersion estimate was used for differential expression analysis. The exact test was used for pairwise comparisons of conditions. Differentially expressed genes were considered those with an FDR < 0.05 and with |log_2_ (fold change)| > 0.5. Principal component analysis was performed using all libraries and all genes used in differential expression analysis (18,190 genes). Counts-per-million (CPM) values for each gene were mean-normalized across all libraries and log2 transformed prior to using the prcomp function in R. GO term analysis was performed using GOrilla [22, 23]. AmiGO 2 was accessed to download the genes in the metabolic process GO term (GO:0044710) and the larval development GO term (GO:0002164) [4, 13, 62]. GEO accession number for the dataset is GSE114955.

### GFP::DAF-16 localization

The *qyIs288 [Pdaf-16::GFP::DAF-16, unc-119(+)]* and qyIs289 *[Pdaf-16::GFP::DAF-16, unc-119(+)]* reporters [35] were analyzed in a *daf-16(mu86); unc-119(ed4)* mutant background. Standard genetic methods were used to cross *daf-28(tm2308)* and *ins-4, 5, 6(hpDf761)* into this background as well. Cultures were set up using the hypochlorite treatment as described above. One day later, HB101 was added at 25 mg/mL. One hour or 24 h after food addition, 50 larvae per replicate were examined on a Noble agar slide on a compound fluorescent microscope. For blocking translation, the assay was performed as described, except 5 mM cycloheximide was added 2 h before food addition.

### Reporter gene analysis

The *mgIs40* [P*daf-28*::GFP] reporter [40] was analyzed in a wild-type genetic background. Strain was maintained on NGM agar plates with *E. coli* OP50 as food at 20 °C. Eggs were prepared by standard hypochlorite treatment as described above. These eggs were used to set up a liquid culture consisting of virgin S-basal with a defined density of 1 worm/μL. Ivermectin was added at 10 ng/mL to the appropriate cultures. After 18 h to allow for hatching, the *E. coli* HB101 was added at 25 mg/mL to the fed samples. Six hours post food addition, the samples were washed three times with 10 mL S-basal and then run through the COPAS BioSorter measuring GFP fluorescence. Analysis of the COPAS data was performed in R. Data points were removed if they were determined to be debris by size. Fluorescence signal was normalized by optical extinction. For imaging, the samples were prepared in the same way then paralyzed with 3.75 mM sodium azide and placed on a Noble agar slide. Images were taken on a compound fluorescent microscope.

### Fixation and Nile red staining

Cultures of N2 wild-type were set up as for a starvation recovery experiment as above; except instead of plating the worms after 24 h, the cultures were washed three times with 10 mL virgin S-basal. Worms were concentrated in approximately 100 μL and frozen at − 80 °C. Fixation and staining protocol was modified from [52], using 1.7-mL Eppendorf tubes instead of 96-well plates and 200 μL solution additions instead of 150 μL. Images were taken on a compound fluorescent microscope. Fat droplets were quantified using the Analyze Particles function in ImageJ. Images were thresholded using negative controls to remove background. Minimum particle size was set as 1.3 mm^2^.

### Starvation survival

N2 wild-type animals were treated in hypochlorite solution and suspended in virgin S-basal or the appropriate media as described above. One hundred-microliter aliquots were sampled on different days and placed around the edge of an OP50 lawn on NGM plates. Number of plated worms (*T*_p_) was counted, and the plates were incubated at 20 °C. After 2 days, the number of animals that survived (*T*_s_) was counted. Survival was calculated as *T*_s_/*T*_p_. Survival curves were obtained by fitting survival data for each trial with the function

$$ S=100-\frac{100}{1+{e}^{\left({t}_{\mathrm{half}}-t\right)/\mathrm{rate}}} $$

### Quantitative image analysis of size

N2 worms were treated in hypochlorite solution and suspended in virgin S-basal or the appropriate media as described above. At the 50% survival times determined from starvation survival experiments, the worms were spun down at 3000 rpm for 1 min and pellets were transferred to OP50 seeded 10-cm NGM plates. Worms were allowed to recover for 48 h at 20 °C. Worms were then imaged and images were processed using the WormSizer plug-in for Fiji/ImageJ as described [46].

### Dauer recovery

N2 worms were treated in hypochlorite solution as described above then resuspended in S-complete at a density of 5 worms/μL and 1 mg/mL HB101 in 25-mL Erlenmeyer flasks [10]. Flasks were placed on a shaker at 20 °C for 7 days to form dauers. Cultures were spun down at 3000 rpm for 1 min. Supernatant was aspirated, and the appropriate media (LB, tryptone, etc.) was added, retaining a density of 5 worms/μL. Cultures were returned to shaker for 3 days. Approximately 75–100 worms were placed on a depression slide and scored as dauer, L4, or adult for each measurement.

### Data analysis and statistics

Data were handled in R and Excel. Graphs were plotted in the R packages ggplot2 or Vennerable or Excel. Statistical tests were performed in R or Excel. Starvation survival analysis was performed on 50% survival times (*t*_half_), which were obtained as in [35], with unpaired *t* tests performed where *n* is the number of replicates.

## Additional files

Additional file 1: **Figure S1.** Further characterization of ivermectin system and starvation recovery. (A) The proportion of larvae that displayed the stated localization of fluorescent beads three to four hours after bead addition is plotted for three biological replicates. (B-C) The proportion of larvae that recovered to at least the L4 stage after 3 days of recovery is plotted for three to four biological replicates. Ivermectin Resistant = JD369. Ivermectin Sensitive = LRB269. ***p < 0.001, *p < 0.05; unpaired *t* test. (A-C) Error bars are SEM. Quadruple mutant transgenic background.

Additional file 2: **Figure S2.** Ivermectin affects transcription in larvae. PCA of four biological replicates is plotted. Ellipses represent 80% confidence interval. Quadruple mutant transgenic background.

Additional file 3: Dataset S1. mRNA-seq analysis of food perception. Results of mRNA-seq analysis, including counts per gene, logFC, FDR, GOrilla analysis, and GO term gene lists used are included.

Additional file 4: **Figure S3.** GFP::DAF-16 localization responds to perception of many bacterial foods and requires *daf-2*. (A-B) GFP::DAF-16 localization is plotted for three to four biological replicates. ***p < 0.001; unpaired *t* test. Error bars are SEM. Wild-type background.

Additional file 5: **Table S1.** Feeding and food perception affect metabolism-related GO terms. Top fifteen GO terms ranked by FDR are listed for genes significant in IvF vs. IvS at 1 h and F vs. S at 1 h from four biological replicates of mRNA-seq. A quadruple mutant transgenic strain was used for mRNA-seq. Full list available in Additional file 3: Dataset S1. Table S2. Feeding but not food perception affects development-related GO terms. Top fifteen GO terms ranked by FDR are listed for genes significant in F vs. S at 1 h but not IvF vs. IvS at 1 h from four biological replicates of mRNA-seq. A quadruple mutant transgenic strain was used for mRNA-seq. Full list available in Additional file 3: Dataset S1.

Additional file 6: **Figure S4.** Perception and physiological effects of potential food cues. (A) The proportion of larvae that recovered to at least the L4 stage after 3 days of recovery is plotted for three biological replicates. (B-C) GFP::DAF-16 localization is plotted for three to six biological replicates. (D) L1 starvation survival is plotted over time. A logistic regression of mean survival from three biological replicates is shown. (E) Worm length following 48 h of recovery is plotted relative to L1 starvation survival. (F) Worm length following 48 h of recovery is plotted as a density plot, showing altered population composition. (A-E) ***p < 0.001, **p < 0.01, *p < 0.05; unpaired *t* test. Error bars are SEM, except for in E where they are standard deviation. (A) Quadruple mutant transgenic background. (B-F) Wild-type background.

# Supplementary material for: Food perception without ingestion leads to metabolic changes and irreversible developmental arrest in C. elegans
**Source:** BMC Biol. 2018 Oct 8;16:112. doi: 10.1186/s12915-018-0579-3
**Supplement:** Supplementary file 5 — Table S1. Feeding and food perception affect metabolism-related GO terms. Top fifteen GO terms ranked by FDR are listed for genes significant in IvF vs. IvS at 1 h and F vs. S at 1 h from four biological replicates of mRNA-seq. A quadruple mutant transgenic strain was used for mRNA-seq. Full list available in Additional file 3: Dataset S1. Table S2. Feeding but not food perception affects development-related GO terms. Top fifteen GO terms ranked by FDR are listed for genes significant in F vs. S at 1 h but not IvF vs. IvS at 1 h from four biological replicates of mRNA-seq. A quadruple mutant transgenic strain was used for mRNA-seq. Full list available in Additional file 3: Dataset S1.

Additional file 5: **Table S1**. Feeding and food perception affect metabolism-related GO terms.

| GO term Description | FDR | Enrichment | Number of genes in GO term | Number of genes in target set | Number of genes in overlap |
| --- | --- | --- | --- | --- | --- |
| Single-organism metabolic process | 3.44E-25 | 2.24 | 1587 | 737 | 192 |
| Monocarboxylic acid metabolic process | 6.49E-20 | 4.82 | 211 | 737 | 55 |
| Flavonoid biosynthetic process | 6.93E-20 | 8.58 | 69 | 737 | 32 |
| Flavonoid metabolic process | 7.91E-20 | 8.58 | 69 | 737 | 32 |
| Carboxylic acid metabolic process | 8.59E-20 | 3.56 | 390 | 737 | 75 |
| Glucuronate metabolic process | 9.23E-20 | 8.58 | 69 | 737 | 32 |
| Uronic acid metabolic process | 1.11E-19 | 8.58 | 69 | 737 | 32 |
| Cellular glucuronidation | 1.39E-19 | 8.58 | 69 | 737 | 32 |
| Flavonoid glucuronidation | 1.85E-19 | 8.58 | 69 | 737 | 32 |
| Organic acid metabolic process | 1.03E-18 | 3.41 | 407 | 737 | 75 |
| Oxoacid metabolic process | 1.13E-18 | 3.41 | 407 | 737 | 75 |
| Small molecule metabolic process | 2.21E-17 | 2.70 | 671 | 737 | 98 |
| Oxidation-reduction process | 4.27E-17 | 2.84 | 579 | 737 | 89 |
| Monosaccharide metabolic process | 6.32E-17 | 6.35 | 102 | 737 | 35 |
| Innate immune response | 2.66E-11 | 3.27 | 283 | 737 | 50 |

Additional Table 1. 

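The set of genes behind Table S1 is the overlap of 2 lists, those that changed with food in the presence of ivermectin and those that changed with feeding, both at 1 h. GOrilla compared how often each GO term occurs among these genes with its frequency among a background list, and the FDR q-value in the table is corrected for the number of terms. In the fit described at the start of the mRNA-seq results, this overlap held 827 genes.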

Top fifteen GO terms ranked by FDR are listed for genes significant in IvF vs. IvS at 1 hr and F vs. S at 1 hr from four biological replicates of mRNA-seq. A quadruple mutant transgenic strain was used for mRNA-seq. Full list available in S1 Dataset.

**Table S2**. Feeding but not food perception affects development-related GO terms.

| GO term Description | FDR | Enrichment | Number of genes in GO term | Number of genes in target set | Number of genes in overlap |
| --- | --- | --- | --- | --- | --- |
| Cellular nitrogen compound metabolic process | 4.60E-35 | 1.50 | 1884 | 3404 | 704 |
| Embryo development ending in birth or egg hatching | 5.74E-35 | 1.38 | 2889 | 3404 | 995 |
| Embryo development | 1.05E-34 | 1.38 | 2892 | 3404 | 996 |
| Nucleic acid metabolic process | 1.70E-34 | 1.60 | 1340 | 3404 | 536 |
| Nucleobase-containing compound metabolic process | 4.74E-33 | 1.54 | 1576 | 3404 | 604 |
| Reproduction | 5.74E-33 | 1.45 | 1576 | 3404 | 754 |
| Heterocycle metabolic process | 1.10E-32 | 1.52 | 1621 | 3404 | 616 |
| Cellular aromatic compound metabolic process | 9.27E-32 | 1.51 | 1625 | 3404 | 614 |
| Multicellular organism development | 1.75E-31 | 1.31 | 3520 | 3404 | 1153 |
| Organic cyclic compound metabolic process | 2.16E-31 | 1.50 | 1670 | 3404 | 626 |
| RNA metabolic process | 6.17E-29 | 1.61 | 1122 | 3404 | 450 |
| Anatomical structure development | 7.47E-29 | 1.28 | 3857 | 3404 | 1232 |
| Single organism reproductive process | 3.14E-28 | 1.53 | 1395 | 3404 | 532 |
| RNA processing | 2.67E-26 | 2.06 | 373 | 3404 | 192 |
| Single-multicellular organism process | 2.69E-26 | 1.26 | 4091 | 3404 | 1282 |

Additional Table 2. 

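Table S2 was made in the same way from the genes that changed with feeding and not with food in the presence of ivermectin. A gene enters this set when it misses the thresholds in the second comparison, which is not a test of a difference between the 2 responses. Here the set held 4706 genes.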

Top fifteen GO terms ranked by FDR are listed for genes significant in F vs. S at 1 hr but not IvF vs. IvS at 1 hr from four biological replicates of mRNA-seq. A quadruple mutant transgenic strain was used for mRNA-seq. Full list available in S1 Dataset.

How the deposited data were processed for this re-analysis (not part of the article)

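The data are mRNA-seq read counts of L1 larvae of strain LRB269 in 24 libraries, 4 replicates in each of 6 conditions (F and S at 1 h, IvF and IvS at 1 h and at 24 h). The authors made the counts by mapping reads with Bowtie to WS210, with transcripts of WS220 placed on its coordinates, and counting reads per gene with HTSeq, and the deposited counts are whole numbers without normalization, 1 file per library. Versions of these tools, the treatment of reads that map to several places and the HTSeq mode are not stated, and the library preparation is described as non-directional, so that a gene whose exons overlap those of another gene can lose or gain reads. The last 5 entries of each file are HTSeq's own totals, which name no gene and were used only as measures of the libraries. Every library was assigned to its condition from its label.

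Counts per gene were filtered to more than 1 CPM in at least 4 libraries, which left 19050 of 44968 identifiers, and of all identifiers 43592 had a name in the WBcel235 annotation. No position on the genome is given, because that annotation and the authors' mapping differ in version. Differential expression was tested in R 4.3.3 with edgeR 4.0.16, with TMM normalization and the robust quasi-likelihood F test, on 1 fit of 6 group means over all libraries, from which 7 comparisons of conditions and 2 interactions were taken. The log2 fold changes are computed here from the authors' counts, and p was adjusted by the BH method over the genes tested in each comparison. Thresholds were an adjusted p of 0.05 and an absolute log2 fold change of 0.5. CPM values were computed here from the deposited counts by dividing by the library total, without TMM scaling. Percent values of reads outside features, of reads shared by genes and of aligned reads were computed here from the totals in the deposited files. Those of reads outside features and shared by genes are of the aligned reads, and those of aligned reads are of all reads.

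Principal components were computed on log2(CPM + 1) of the filtered genes, centred and not scaled, and the distance between 2 centroids on components 2 and 3 was tested over the 35 splits of 8 libraries. The feeding score of a library, a value the authors did not compute, is the mean log2(CPM + 1) of the genes higher in F than in S minus that of the lower genes, and was compared over the 70 assignments of 8 libraries to 2 conditions. Gene families were tested with camera in limma 3.58.1 with a preset correlation of 0.01, beside fry and beside camera with an estimated correlation, over 9 families and 5 comparisons. The families were fixed by symbol: acdh, acox, ech, cpt, acaa and hacd; acs; fasn-1, pod-2, fat and elo; ugt; ins and daf-28; rpl and rps; col; clec; and, for DNA replication, mcm, pcn-1, rnr-1, rnr-2, cye-1, cyd-1 and cdk-4. Of the 45 family tests 17 passed the threshold with camera, 7 with fry, 6 with both and 0 with an estimated correlation.

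The genes named are every gene that the paper names from its mRNA-seq data, the genes altered in the strain, and in 5 comparisons the 3 genes with the largest rise and the 3 with the largest fall among those past the thresholds with a mean of at least 10 CPM in the higher condition and, outside the 2 interactions, no overlap between libraries. Of the 19 genes that the paper names, those past the thresholds with p adjusted over all genes, and adjusted over the list alone, numbered 11 and 13 in F against S, 0 and 0 in IvF against IvS at 24 h (with 3 at an unadjusted p below 0.05), 16 and 16 for IvF and 1 and 1 for IvS at 24 h against 1 h, 12 and 12 in F against IvF, 6 and 6 in S against IvS, 2 and 4 for the interaction of food with ivermectin and 3 and 13 for that with time. Comparisons, their tests, the rules by which genes are named, families and the alternatives were chosen before the data were examined. They were chosen with the paper at hand, which reports GO terms of fatty acid oxidation and glucuronidation as enriched in these libraries. Shifts of the beta-oxidation and UDP-glucuronosyltransferase families are therefore not independent evidence. The share of reads outside features as a covariate, the lists of genes that respond to hydrogen sulfide or low oxygen, and the tests of what lies behind single libraries, the spread between libraries and the difference between batches were chosen later. The alternatives were edgeR's exact test with tagwise dispersion, DESeq2 1.42.0, DESeq2's size factors in edgeR, no filter, a filter at a mean of 5 CPM, a block for the replicate number, fits of fewer libraries, glmTreat and no fold change threshold. Beside these, each library was left out in turn. For the components and the score they were pseudocounts of 0.1 and 5, the 1000 most variable or 100 most significant genes and TMM-scaled CPM.

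The procedure was tested on simulated data with 200 genes of 19050 changed by 1.5 on the log2 scale. All 200 were recovered by each test, with 12, 20 and 24 false calls for the quasi-likelihood test, the exact test and DESeq2. A comparison without changed genes gave 0, 2 and 2 calls. The simulated counts were independent between genes, with the same dispersion for every gene, and no changed gene had low counts. The real libraries share a spread between replicates that the simulation lacks. These figures therefore check the procedure and are not error rates for these data. It was checked whether equally numbered libraries of 2 conditions are pairs. For IvF at 1 h and 24 h the deviations from the condition means correlated in every pair, at 0.163 to 0.750. A fit with a block was made beside the main one. The share of reads outside features rose from replicate A to D in IvF at both times, and the spread between ivermectin libraries followed that share. The correlation therefore does not settle whether the numbers, which come from the labels, mark shared cultures. The labels number the libraries without ivermectin 1 to 4 and give other numbers to those with it, which are called A to D in the rising order of those numbers. Further numbers given with the deposited libraries without ivermectin partly coincide with the latter. They were not used here, and whether cultures are shared between the 2 groups of libraries is open.

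With a median of 10465390 reads on genes in F and more with ivermectin, a gene at 1 CPM has about 10 reads in a library, and differences at that level are poorly measured. The GO gene lists, the data on daf-16 targets from an earlier study, the phenotype assays and the reads themselves were not analysed here. The paper's p for the overlap of IvF and F is below what ordinary floating-point numbers hold and was not compared.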

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

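The tests of a mixed library and of the share of reads outside features for replicate A of IvF at 1 h, of a difference shared by the cultures numbered 4, of a difference between batches and of reads split with a neighbour were chosen only after the result was seen. Each gene named, each library measure and the feeding score was examined within each condition of 4 libraries for a library far from the rest, measured as its gap to the nearest other library divided by the whole range. Of 330 such groups, 33 held a library past Dixon's 95% limit, where chance gives 16.5. Of the 33, 8 were in replicate A of IvF at 1 h, 5 in replicate 3 of F, 4 in replicate 4 of S and 16 in the other 21 libraries. CPM is used throughout.

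In replicate A of IvF at 1 h, genes of fatty acid metabolism stood far above the other 3 libraries: cpt-1 (2235 against 578 to 826 CPM, ratio 0.850), cpt-2 (952 against at most 237 CPM, 0.855), acdh-12 (574 against 62.5 to 119 CPM, 0.890), ech-1.1 (63.8 against 3.74 to 7.13 CPM, 0.944), ech-1.2 (1378 against 281 to 338 CPM, 0.948), acaa-2 (583 against 197 to 236 CPM, 0.897) and acs-5 (419 against 121 to 155 CPM, 0.887). W02D7.11 was far below (1.75 against 3.35 to 3.52 CPM, 0.904). Of the 37 genes of the beta-oxidation family, 18 had their highest value of all 24 libraries there, where 1.54 are expected by chance, and 11 were more than 2-fold above all of the other 23 libraries. A mix of this library with another of the 24 would not raise these genes above the range of the others, so that the 11 genes argue against it. They say nothing of a swap of labels, and against a swap with a library of IvS at 1 h stands its feeding score, 1.01 of the way from the IvS to the IvF mean. The share of reads outside annotated features predicted -0.23 of the library's deviation in the family, a deviation in the other direction. What remains open is a culture whose larvae or bacteria differed, which may be biological, and a cause in handling outside these measures, and the design has no second library of that culture at 1 h with food.

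In replicate 3 of F, 5 genes were far above the other fed libraries: fmo-5 (4462 against 59.6 to 79.5 CPM, ratio 0.996), Y50D4B.2 (243 against 9.78 to 18.4 CPM, 0.963), ugt-16 (1091 against 166 to 258 CPM, 0.901), T27A3.8 (6.05 against 2.95 to 3.34 CPM, 0.874) and T16G1.6 (133 against 22.8 to 35.9 CPM, 0.881). They were named for their large changes with food in the presence of ivermectin. If the library held RNA of an IvF library, the level of fmo-5 would need a share of 0.772, and on the genes that differ between F and IvF it lay 0.0860 of the way to the IvF mean, which argues against a mix. Of 124 other genes more than 2-fold above the other fed libraries there, 119 were higher in IvF than in IvS at 1 h. Of the 124, 78.2% were higher in both replicates A and D of IvF, where fmo-5 was also high, than in both B and C. By chance 16.7% are expected, but these genes vary together, so that the excess is weak evidence. A candidate explanation is a response to bacteria that varies between cultures, fed or with ivermectin.

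In replicate 4 of S, W02D7.11 (133 against 22.9 to 33.4 CPM, ratio 0.904), hil-1 (691 against 234 to 271 CPM, 0.918) and clec-76 (58.9 against 31.1 to 34.8 CPM, 0.868) were far above the other starved libraries, and B0563.10 had reads there alone (0.687 CPM, ratio 1). The same library had the lowest icl-1. A swap or a mix with a fed library would move its feeding score toward F, and with genes chosen without this library the score lay 0.0845 of the way from the other starved libraries to the fed mean, which argues against it. The genes that set the library apart, 696 higher and 461 lower, deviated in the same way in 83.9% of cases in replicate 4 of F, against 18.8%, 52.6% and 29.9% in replicates 1 to 3 of F. A difference shared by the cultures numbered 4, in the larvae or in the handling of that pair, may therefore lie behind it, and the data do not tell which.

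The other 16 far libraries are close in number to what chance gives. In S they were acdh-12 and fasn-1 in replicate 2 (ratios 0.846 and 0.908), and srpr-2.1 and srpr-2.2 in replicate 3 (0.911 and 0.897), a library in which the 10 most abundant genes took 31.2% of the counts. In IvS they were the feeding score of replicate A at 1 h (0.873), T27A3.8 and T16G1.6 in replicate A at 24 h (0.835 and 0.852) and tps-1 and tps-2 in replicate C at 24 h (0.943 and 0.926). In IvF they were ins-24, ins-6, T16G1.6 and the reads on genes in replicate D at 1 h (0.866, 0.885, 0.944 and 0.863), and at 24 h cpt-2 in replicate B (0.861), hil-1 in replicate C (0.837) and glc-3 in replicate D (0.906). No explanation was tested for these.

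Differences between the responses of 2 groups were tested as interactions. Food by ivermectin was past the thresholds for 1968 genes, 10.3% of those tested, and among the genes that the paper names for cpt-1 (-1.90) and icl-1 (-2.81). Each of these 2 genes missed them in 1 of the 6 alternatives. For ins-24 and tps-2, not past them in the main fit, the call changed in 4 of the 6 alternatives each. The value of ins-24 was -0.67 to -0.58 over these, with an adjusted p from 0.0175 to 0.219 (BH, edgeR and DESeq2). Food by time with ivermectin was past them for 0.971%, 126 genes higher and 59 lower, and for ins-24 (1.16), daf-28 (-1.38) and tps-1 (0.94), all log2 values. In fits of the 16 libraries of each interaction alone, the numbers were 1724 for food by ivermectin and 309 for food by time. When the labels were exchanged at random in 100 draws that included the real one, 2 and 6 gave as many genes as these, so that the number of genes in the latter may come from the grouping of the libraries. These fits had no block for the replicate number, although equally numbered IvF libraries at 1 h and 24 h deviated alike. With that block food by time gave 351 genes. As many gene families arose in 98 and 71 of the draws. The interaction of cpt-1 was -1.01 without replicate A of IvF at 1 h, and for icl-1 replicate 4 of S, left out, moved the fold change with feeding to -3.35. The food by ivermectin interaction takes each effect of food within its own libraries, so that a constant difference between batches drops out of it, but a difference in how the batches show food effects does not.

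The large difference between libraries with and without ivermectin cannot be told apart from a difference between batches. All 3 technical measures compared (reads on genes, reads outside features and reads shared by genes) differ without overlap between the 2 groups of libraries, which follow the ivermectin condition, and no library without ivermectin belongs to the other group.

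A signal that the paper's text does not mention was a rise with bacteria at 1 h of genes that respond to hydrogen sulfide or low oxygen, noticed in the data at cysl-2. Of 9 genes of this response that had been looked at (cysl-2, rips-1, nit-1, sqrd-1, nhr-57, rhy-1, egl-9, phy-2 and F22B5.4), 8 were higher in IvF than in IvS at 1 h and 7 past the thresholds, with a median log2 fold change of 1.50 (camera, BH-adjusted p = 6.7e-10, and fry, 0.00122), or 1.74 without replicate A. In 1 of the 4 IvF libraries, replicate A, the mean of the list did not rise: in log2(CPM + 1) it was 3.87, against 6.19 to 6.63 in the other 3 and 3.99 to 4.60 in IvS. With feeding the median was 1.53, and at 24 h it was 3.7e-04. The list was drawn up after these values were seen, so its p is no evidence by itself. Of 5 further genes written down before their values were seen (cyp-36A1, ethe-1, sqrd-2, tyr-2 and oac-54), 4 had a match among the genes tested, and their median was 0.55 in IvF at 1 h, with 4 of 4 higher (camera, BH-adjusted p = 0.00781), 0.67 in F, with 3 of 4 higher (camera, BH-adjusted p = 0.152, and fry, 1.6e-04), and -0.05 at 24 h, with 0 higher. Only cyp-36A1 was past the thresholds, in IvF and in F at 1 h, and ethe-1 was lower in F (-0.63). In replicate A the mean of these genes was 3.68, against 4.26 to 4.39 in the other IvF libraries and 3.36 to 3.58 in IvS. The low values in replicate A are not those of a library of IvS, since its feeding score lay 1.01 of the way from the IvS to the IvF mean. Dense bacteria that use up oxygen or release sulfide may explain the rise, in fed and ivermectin-treated larvae alike, but in replicate A only cyp-36A1, phy-2 and F22B5.4 of the 13 genes were above every IvS library, and neither oxygen nor sulfide was measured. Exons of cysl-2, rips-1, nit-1, sqrd-1, nhr-57, rhy-1, cyp-36A1 and ethe-1 overlap those of another gene, by 1.03% to 8.40% of their bases. Reads of these bases can supply at most 9.62% of the rise in IvF in the median gene and 8.96% in F, which argues against reads split with a neighbour, and phy-2 and F22B5.4, without overlap, rose as well.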

How the results depend on the processing

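The number of genes for IvF against IvS at 1 h stayed within 1.5 times the reported value under every alternative that kept all libraries but glmTreat, at 826 to 1380, as did that for F against S, at 4243 to 6095. The reported values were 1059 genes for IvF against IvS at 1 h, 148 at 24 h, 5533 for F against S, 998 and 1890 for 24 h against 1 h in IvS and IvF, 11586 and 10910 for F against IvF and S against IvS, 1968 for the interaction of food with ivermectin, 126 higher and 59 lower for that with time, 827 shared by IvF and F at 1 h and 59 by IvF at both times. For all of these but F against IvF and S against IvS, where it gave 9207 and 8393, the setting that moved the total most, as a ratio, was testing against the fold change threshold itself with glmTreat, which by its construction demands more of each gene. It gave 385 genes for IvF against IvS at 1 h, 79 at 24 h, 2945 for F against S, 269 and 654 for 24 h against 1 h in IvS and IvF, 726 and 74 for the interactions of food with ivermectin and with time, 287 genes shared by IvF and F at 1 h and 13 by IvF at 1 h and 24 h, with 100% of either in 1 direction. DESeq2 gave 260 genes for IvF against IvS at 24 h, 410 for the interaction with time and 106 genes shared by both times. Fits of the libraries with ivermectin alone gave 1505 genes for IvS at 24 h against 1 h and 309 for the interaction with time, and fits of the 2 conditions alone 1646 for the former. The stricter filter, which tests fewer genes, gave 6913 for F against IvF, 6817 for S against IvS, 283 for the interaction with time and 98.0% of the genes shared by IvF and F in 1 direction. Without a filter 39 genes were shared by IvF at both times. A pseudocount of 0.1 moved the distance of IvF and IvS at 1 h to 49.4. Apart from glmTreat and the stricter filter, the cause was not tested.

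With 1 library left out at a time, the count for IvS at 24 h against 1 h ranged from 587 to 1020 (587 without replicate C and 615 without replicate D of IvS at 1 h), the share in 1 direction from 98.3 to 99.8% for IvF and F at 1 h and from 84.6 to 96.2% for IvF at both times, the genes shared by both times from 39 to 54 (the lowest without replicate D of IvS or replicate A of IvF at 24 h), and the distance of IvF and IvS at 1 h from 39.5 to 47.8 (permutation p up to 0.114). For IvF against IvS at 1 h, 728 of the genes remained without replicate A of IvF, 331 were lost and 62 were gained. The genes past the thresholds in IvF and not in F at 1 h fell from 232 to 120 without that library. The genes higher in IvF than in IvS at 1 h numbered 393 to 602, and the lower ones at 24 h 13 to 44. For the interaction with time the lower ones numbered 37 to 114, the most without replicate C of IvF at 1 h. For comparisons other than IvS at 24 h against 1 h, the total stayed within 1.5 times the reported value in every such fit.

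Several values near 0 changed sign. For cpt-1, F vs S at 1 h, the log2 fold change was 4.3e-04 without a filter, 0.0239 in fits of the libraries without ivermectin alone or of F and S alone, which are the same 8 libraries, and 2.7e-04 with the share of reads outside features as a covariate, and it ranged from -0.17 to 0.12 with 1 library left out. For acs-5, food by ivermectin interaction at 1 h, the value was 0.14 with the covariate and -0.34 to 0.71 with 1 library left out. Ranges over the fits that left out 1 library also crossed 0 for the interactions of ins-4 (-0.35 to 0.21), cpt-2 (-1.48 to 0.18), acox-1 (-1.04 to 0.56), ech-1.2 (-1.26 to 0.0837) and acaa-2 (-0.69 to 0.19), the highest of the last 4 without replicate A of IvF, and for icl-1 in IvF against IvS (-0.45 to 0.0427, the highest without replicate D of IvF). None of these values was past the thresholds with all libraries.

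Among the 45 family tests, 17 were past the threshold with camera, 7 with fry and 0 with an estimated correlation. Fry turned the direction of acyl-CoA synthetases in IvF against IvS at 1 h and of C-type lectins in F against S (adjusted p = 0.996 and 0.996), by limma.

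Of the single genes and families, the results that changed were 3 of 62 (3 stronger) with the exact test, 8 of 93 (1 weaker, 7 stronger) with DESeq2, 0 of 93 with DESeq2's size factors, 5 of 93 (4 weaker, 1 reversed) without a filter, 4 of 78 (4 stronger) with the stricter filter, 4 of 68 (3 stronger, 1 reversed) in fits of 1 series, 12 of 62 (9 weaker, 2 stronger, 1 reversed) in fits of 2 conditions and 8 of 93 (1 weaker, 5 stronger, 2 reversed) with the covariate, which was chosen after seeing the data. Of the fits that left out a library, that without replicate A of IvF at 1 h changed most, 9 of 56 (4 weaker, 5 reversed). DESeq2 gave no adjusted p for ins-12, whose counts were low. With mean levels of at most 5.25 CPM in IvF and IvS at 1 h, depth limits what can be told of ins-12, ins-4, ins-5 and ins-6. Scores and distances at other pseudocounts, gene numbers and scalings were otherwise on the same side of the threshold.

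Libraries of 2 conditions share replicate numbers, and a check of whether the numbers pair them used the correlation of the deviations of equally numbered libraries from their condition means. It ranged from -0.248 to 0.533 for IvF and IvS at 1 h, -0.472 to 0.644 at 24 h, 0.0580 to 0.498 for F and S, and -0.336 to -0.199 for the 2 times of IvS. In each of these at least 1 pair was below 0.1, and the libraries were not treated as pairs. For F and S all values were positive, so that shared cultures are not excluded there. With a replicate block, 256 genes passed the thresholds for IvF against IvS at 24 h, 1654 for IvS at 24 h against 1 h and 351 for the interaction with time, and 114 were shared by IvF at both times. For IvF at 24 h against 1 h, where equally numbered libraries correlated in every pair, the block gave 2495 genes against 1890, within 1.5 times. Single genes were not compared. For acs-5, food by ivermectin interaction at 1 h, the block gave 0.0687, and it turned the direction of C-type lectins in that interaction (adjusted p = 0.994, camera). Of 138 single genes and families, 10 changed their call or direction with it. The cause was not tested.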

Differences from the paper's values

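For IvF against IvS at 24 h, 148 genes were past the thresholds against the paper's 241. Among the alternatives set before the data were examined, the number of genes came within 1.5 times the paper's, with 221 by the exact test, 260 by DESeq2, 256 with a block for the replicate number, 199 in a fit of the libraries with ivermectin, 211 in a fit of the 2 conditions, and also at 161 with the share of reads outside features as a covariate, which was chosen after seeing the values. It did not with 147 with DESeq2's size factors, 121 without a filter, 149 with the stricter filter, 79 with glmTreat, 148 without a fold change threshold, or in the fits that left out 1 library.

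Genes shared by IvF at 1 h and 24 h numbered 59, against about 99 in the paper's Fig. 2d, read by eye. The gap closed with the exact test (87), DESeq2 (106), the stricter filter (68), a block (114) and fits of 1 series (78) or 2 conditions (73), and with no other alternative. The hypergeometric p of this overlap was 1.9e-35 against the paper's 3.7e-60, and no alternative came within 1.5 times. A block gave 4.4e-62, DESeq2 7.8e-53 and the exact test 6.3e-47.

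The adjusted p of ins-12 in IvF against IvS at 1 h was 0.0133 (edgeR quasi-likelihood test) against the paper's 0.004, and the exact test gave 0.00387, the only alternative within 1.5 times. For ins-24 it was 0.00429 against the paper's 0.001, and a block gave 0.00116 and a fit of the libraries with ivermectin 9.4e-04, as did the covariate, chosen after seeing the values, with 9.9e-04, while DESeq2 gave 1.5e-04 and the other alternatives did not close the gap. For acaa-2 it was 0.0837 against 0.027 in the paper's supplement, and the exact test (0.0334), DESeq2 (0.0268) and a fit without replicate C of IvF (0.0279) came within 1.5 times. It also passed the threshold with the stricter filter, at 0.0416, and without replicate D of IvF, at 0.0430.

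The paper counts acaa-2 among the genes raised by perception, and in the quasi-likelihood test it was not past the thresholds. It describes ins-5 as raised in IvF, with nominal p in its figure. Here its log2 fold change was 0.74, with an unadjusted p of 0.00957 and an adjusted p of 0.116 (BH, edgeR quasi-likelihood test), so that the gap lies in the adjustment, and DESeq2 alone of the alternatives that kept all libraries called it when adjusted. The paper places fatty acid genes among those that respond to perception and not to feeding. Of these, acox-1, acox-2, fasn-1 and acs-5 also rose in F against S, with log2 fold changes of 2.95, 2.64, 1.17 and 1.46, and cpt-2 and ech-1.2 passed the thresholds there with the exact test, DESeq2, fits of fewer libraries and the covariate, chosen after seeing the values.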

Other observations

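The tests of genomic DNA and of unspliced RNA were written down after the spread between libraries had been seen and before their values were measured. Within the 4 ivermectin conditions, the first axis of the spread between replicates held 62.9% of the variance within conditions and followed the log2 share of reads outside annotated features over the 16 libraries (r = 0.986, permutation p = 1.0e-05, the smallest that the permutations can give, BH-adjusted over 2 relations computed p = 1.0e-05, and rho = 0.968, BH-adjusted p = 2.0e-05). Without the 2 farthest libraries r was 0.978, and within conditions it was 0.923 to 0.993. Genes of low expression rose with that share (Spearman's rho of -0.724 across genes between slope and expression). A set of 1635 nearly silent genes had a mean below 0.2 CPM without ivermectin and below 1 CPM with it. On these genes, reads per kb of exon rose with the share. The rate was 1.39 times that of reads spread evenly over the genome (95% interval 1.16 to 1.62). Of the 1524 genes with enough counts, 99.5% rose, which unspliced RNA of expressed genes would not give. Genomic DNA in amounts that vary between the ivermectin libraries is a candidate explanation for this part of the spread. The interval lies above the rate of an even spread, so that evenly spread genomic DNA alone does not give the rate seen.

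The numbers of genes were set against those from other splits of the same libraries, in fits of the 2 conditions alone. As many genes as in the real split arose in 1 of 35 splits for IvF against IvS at 1 h, the real one included, in 2 of 35 at 24 h, 1 of 35 for F against S, 1 and 2 of 35 for 24 h against 1 h in IvS and IvF, and 1 and 1 of 35 for F against IvF and S against IvS. As many families arose in 30, 7 and 24 of 35 splits for IvF against IvS at 1 h, at 24 h and for F against S. With the real split included, as many genes were shared with feeding in 1 of 35, and with the 1 h response in 1 of 35.

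At 24 h, 1 other split gave 2976 genes against 211 in the real one. It put replicates A and B of IvF with B and D of IvS, a group with 5.12% of reads outside features against 8.32% in the rest. At 1 h the largest other split gave 1234 against 1257, with 8.04% and 5.59%. With the log2 share as a covariate, chosen after seeing the data, the real split gave 1784 genes at 1 h and 298 at 24 h, and the largest other 4 and 108. For IvF at 24 h against 1 h the largest other split gave 2949 against 1895, and 2 against 2991 with the covariate. For the interaction with time, 4 of 100 draws gave as many genes with it.

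Of the genes altered in the strain, glc-1 was lower with food, by a log2 fold change of -2.64 (standard error 0.26, BH-adjusted p = 2.3e-08, edgeR quasi-likelihood test) in F against S and -0.94 (standard error 0.24, BH-adjusted p = 0.0181, edgeR quasi-likelihood test) in IvF against IvS at 1 h, with an interaction of -1.70 (standard error 0.34, BH-adjusted p = 0.00174, edgeR quasi-likelihood test). The paper's text does not mention it.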
